# Identification of hepatic NPC1L1 as an NAFLD risk factor evidenced by ezetimibe‐mediated steatosis prevention and recovery

**DOI:** 10.1096/fba.2018-00044

**Published:** 2019-02-13

**Authors:** Yu Toyoda, Tappei Takada, Masakazu Umezawa, Fumiya Tomura, Yoshihide Yamanashi, Ken Takeda, Hiroshi Suzuki

**Keywords:** cholesterol re‐uptake, drug repositioning, lipid homeostasis, NAFLD model animal, toll‐like receptor, transporter

## Abstract

Non‐alcoholic fatty liver disease (NAFLD) is a serious global public health concern. Nevertheless, there are no specific medications for treating the associated abnormal accumulation of hepatic lipids such as cholesterol and triglycerides. While seminal findings suggest a link between hepatic cholesterol accumulation and NAFLD progression, the molecular bases of these associations are not well understood. Here, we experimentally demonstrate that hepatic Niemann‐Pick C1‐Like 1 (NPC1L1), a cholesterol re‐absorber from bile to the liver, can cause steatosis, an early stage of NAFLD using genetically engineered L1‐Tg mice characterized by hepatic expression of NPC1L1 under the control of ApoE promoter. Contrary to wild‐type mice that have little expression of hepatic Npc1l1, the livers of L1‐Tg mice fed a high‐fat diet became steatotic within only a few weeks. Moreover, hepatic NPC1L1‐mediated steatosis was not only prevented, but completely rescued, by orally administered ezetimibe, a well‐used lipid‐lowering drug on the global market, even under high‐fat diet feedings. These results indicate that hepatic NPC1L1 is an NAFLD‐exacerbating factor amendable to therapeutic intervention and would extend our understanding of the vital role of cholesterol uptake from bile in the development of NAFLD. Furthermore, administration of a TLR4 inhibitor also prevented the hepatic NPC1L1‐mediated steatosis formation, suggesting a latent link between physiological roles of hepatic NPC1L1 and regulation of innate immune system. Our results revealed that hepatic NPC1L1 is a novel NAFLD risk factor contributing to steatosis formation that is rescued by ezetimibe; additionally, our findings uncover feasible opportunities for repositioning drugs to treat NAFLD in the near future.

**Abbreviations**
B.W.: body weight
CFD: control‐fat diet
Eze: ezetimibe
GO: gene‐ontology
HFD: high‐fat diet
L/B ratio: the ratio of liver weight to body weight
L1‐Av: NPC1L1‐expressing adenovirus
L1‐Tg mice: transgenic mice expressing human NPC1L1 in hepatocytes
NAFLD: non‐alcoholic fatty liver disease
NASH: non‐alcoholic steatohepatitis
NPC1L1: Niemann‐Pick C1‐Like 1
TG: triglyceride
TLR4: toll‐like receptor 4
WT: wild‐type

## 1 INTRODUCTION

Non‐alcoholic fatty liver disease (NAFLD) is one of the most frequent hepatic disorders associated with a food‐abundant lifestyle.^1^ This global health problem represents a large spectrum of hepatic conditions ranging from steatosis (also known as fatty liver and characterized by the hepatic accumulation of lipids such as cholesterol and triglycerides [TG]) to non‐alcoholic steatohepatitis (NASH; a risk factor of liver fibrosis and cirrhosis) .^2^ Although steatosis, an early stage of NAFLD, is relatively benign form, its progression can induce further intrahepatic damages. The prevention and cure of steatosis is therefore important for maintaining human health. Nevertheless, effective pharmacological treatments for NAFLD have not been established.

Hepatic lipid accumulation is part of the aetiology of NAFLD, which has attracted widespread interest by numerous investigations. Recent findings suggest that excess accumulation of cholesterol in the liver is associated with NAFLD progression.^3^, ^4^, ^5^ However, the main molecular basis of NAFLD exacerbation remains largely unknown, especially during the initial process; that is progressing from a healthy liver to steatosis. In mammalians, hepatic cholesterol is delivered not only into the blood but also into bile. This led us to reason that enhancing the biliary secretion of hepatic cholesterol itself could reduce the risk of NAFLD and that cholesterol re‐absorption from bile could have the opposite effect. Importantly, the human liver can secrete cholesterol into bile, but can also re‐uptake the biliary‐secreted cholesterol. The latter process is mediated by the Niemann‐Pick C1‐Like 1 (NPC1L1) protein, a cholesterol transporter that is expressed on the bile canalicular membrane in humans.^6^, ^7^ Thus, we hypothesized that hepatic NPC1L1 could exacerbate NAFLD, including steatosis.

In addition to the liver, *NPC1L1* is also expressed in the human small intestine and plays a pivotal role as a physiologically important cholesterol transporter: however, rodents such as mice show little *Npc1l1 *expression in the liver.^8^ Thereby, common animal models of NAFLD should show a poor ability to re‐absorb biliary cholesterols compared with humans. Owing to this species difference between humans and rodents, the involvement of hepatic NPC1L1 in the development/progression of NAFLD has been overlooked in many animal studies. Indeed, little is known about the biological effects of re‐absorbed cholesterol from bile on the hepatic condition. Therefore, to investigate whether hepatic NPC1L1 could increase the risk for hepatic disorders is an important issue.

The physiological function of NPC1L1 is selectively inhibited by ezetimibe, a globally used lipid‐lowering drug.^9^ While large clinical studies have been conducted to evaluate the efficacy of ezetimibe in dyslipidemia therapy,^10^, ^11^ little information is available regarding the therapeutic effect of ezetimibe on human NAFLD. Although its potential efficacy has been proposed in some reports ,^4^, ^12^ most such speculations appear to be extended interpretations based on general moderation of NAFLD (especially NASH) observed in commonly used cholesterol‐lowering medications.^13^ More problematically, few studies have experimentally demonstrated an anti‐NAFLD effect of ezetimibe in terms of the hepatic NPC1L1 inhibition. In this context, it is important to examine whether hepatic NPC1L1 can exacerbate steatosis (an initial feature of NAFLD), and whether ezetimibe can attenuate NPC1L1‐dependent hepatic disorder.

In this study, we investigated the physiological impact of hepatic NPC1L1 on the risk of developing NAFLD using transgenic mice expressing human NPC1L1 in hepatocytes (L1‐Tg mice).^6^ Surprisingly, L1‐Tg mice fed a western diet exhibited steatosis within only a few weeks. This phenotype was prevented and rescued by ezetimibe. We therefore concluded that hepatic NPC1L1 is a novel exacerbating factor of steatosis amendable to therapeutic intervention. Moreover, L1‐Tg mice may serve as a good animal model for better understanding of the developmental mechanisms underlying NAFLD and exploring the new therapeutic targets. Indeed, by using this model, we showed that Toll‐like receptor 4 (TLR4) antagonist could potentially serve as a therapeutic agent for steatosis.

## 2 MATERIALS AND METHODS

### 2.1 Materials

Critical materials and resources used in this study were summarized in Table 1. All other chemicals used were commercially available and were of analytical grade.

**Table 1:** Key resources

Reagent or resource	Source	Identifier
Antibodies		
Rabbit polyclonal anti‐NPC1L1	Novus Biologicals	Cat# NB400‐128; RRID: AB_10000815
Rabbit polyclonal anti‐EGFP	Life technologies	Cat# A11122; RRID:AB_221569
Rabbit polyclonal anti‐α‐tubulin	Abcam	Cat# ab15246; RRID: AB_301787
Donkey anti‐rabbit IgG‐horseradish peroxidase (HRP)‐conjugate	GE Healthcare	Cat# NA934V; RRID:AB_772206
Virus strains		
EGFP‐expressing adenovirus	Toyoda et al^14^	N/A
NPC1L1‐EGFP‐expressing adenovirus	This paper	N/A
Chemicals		
Ezetimibe	Sequoia Research Products	Cat# SRP04000e; CAS: 163222‐33‐1
IAXO101	Innaxon	Cat# IAX‐600‐001‐M005; CAS: 1202388‐64‐4
Clophosome^®^‐ Clodronate Liposomes (neutral)	FormuMax Scientific	Cat# F70101C‐N
Control Liposomes for Clophosome^®^ (neutral)	FormuMax Scientific	Cat# F70101‐N
Critical commercial assays		
Cholesterol E‐test Wako Kit	Wako	Cat# 439‐17501
Triglyceride E‐test Wako Kit	Wako	Cat# 432‐40201
RNeasy Micro Kit	Qiagen	Cat# 74004
Deposited data		
Gene microarray dataset	This paper	GEO: GSE110285
Expression profiling by array: Human liver biopsy of different phases from control to NASH	Ahrens et al^15^	GEO: GSE48452
Experimental models: organisms/strains		
Mouse: C57BL/6 J	Japan SLC	C57BL/6JJmsSlc
Mouse: B6;D2‐Tg(APOE‐NPC1L1)20Lqyu/J	The Jackson Laboratory	JAX: 008408
Oligonucleotides		
A full list of Primers	This paper	See Table 2
Recombinant DNA		
The complete NPC1L1 cDNA	Yamanashi et al^7^	GenBank: AY437867
Others		
Control fat diet: *consisted of crude sources of protein (soybean waste, whitefish meal, and yeast), fat (cereal germ and soybean oil), and carbohydrate (wheat flour and corn)*	CLEA Japan	Cat# CE‐2: http://www.clea-japan.com/en/diets/diet_a/a_03.html (Detail of ingredients)
High‐fat diet	CLEA Japan	Cat# D15002
ViraPower^TM^ Adenovial Gateway^TM^ Expression Kit	Invitrogen	Cat# K493000
Adeno‐X^TM^ Rapid Titer Kit	Clontech	Cat# 632250

### 2.2 Animals

All animals received humane care according to criteria outlined in the Guide for the Care and Use of Laboratory Animals prepared by the National Academy of Sciences and published by the National Institutes of Health. All animal experiments were performed according to methods approved by the Institutional Animal Care and Use Committee of the University of Tokyo.

L1‐Tg mice (B6;D2‐Tg(APOE‐NPC1L1)20Lqyu/J)^6^ were purchased from The Jackson Laboratory (Bar Harbor, Maine, USA) and backcrossed for at least eight generations to C57BL/6 J mice (Japan SLC, Inc, Shizuoka, Japan) before use. Hemizygous positive L1‐Tg mice were always crossed to wild‐type (WT) C57BL/6 J mice to generate hemizygous L1‐Tg mice and WT littermate controls for all experiments. PCR‐based genotyping for the L1‐Tg mice using their genomic DNA isolated from ear punch biopsy with hot NaOH was performed according to the Jackson Laboratory's instructions. The following primer sets were used for the amplification of the transgene (expected amplicon: 677 bp) and internal control region (expected amplicon: 324 bp) with GoTaq Green Master mix (Promega, Madison, WI, USA): oIMR8738 (L1‐Tg), 5′‐ATCACTGGAAGCGAGTCTGTCG‐3′; oIMR8739 (L1‐Tg), 5′‐TGCCCTTCTTGGGGTCCACCA‐3′; oIMR7338 (WT), 5′‐CTAGGCCACAGAATTGAAAGATCT‐3′; oIMR7339 (WT), 5′‐GTAGGTGGAAATTCTAGCATCATCC‐3′. The amplicons were electrophoretically separated on 2% agarose gel and analyzed with UV light.

The mice used in this study were males at 6‐12 weeks of age and were maintained on a standard diet and water ad libitum under a 12 h/12 h light/dark cycle (starting at 7:00), as described previously.^16^ Male mice from each litter were weaned and genotyped at 4 weeks of age and then fed a control‐fat diet (CFD) [CLEA Rodent Diet CE‐2, a standard diet for mice: CLEA Japan, Inc, Tokyo, Japan] for up to 6 weeks of age when the dietary administration was started in each randomly assigned group of mice. As a high‐fat diet (HFD) containing cholesterol, we used CE‐2 with 1% cholesterol, 0.5% cholic acid, and 10% palm oil (D15002: CLEA Japan, Inc). Diets containing ezetimibe (Sequoia Research Products Ltd., Pangbourne, UK) or IAXO101 (Innaxon, Tewkesbury, UK) at indicated concentrations were made by mixing powdered HFD with each substance before use. When we addressed mature adult mice, male mice at 17 weeks of age were subjected to a dietary study for 2 weeks. At the indicated time points, blood and/or bile specimens were taken immediately under no fasting conditions, and serum specimens were prepared as described previously .^17^ At necropsy, livers were excised and weighed, then rapidly frozen and stored in liquid nitrogen until further processing. Other specimens were stored at −80°C until use.

### 2.3 Sample size

Each experiment was designed to use the minimum number of mice or samples required to obtain informative results and sufficient material for subsequent studies. Although no statistical methods were used to pre‐determine sample size in vitro and in vivo analyses, based on preliminary results or an empirical approach we determined sufficient sample size. Samples that had undergone technical failure during processing were excluded from analyses. The numbers of biological replicates (*n*) are described in the figure legends.

### 2.4 Liver histology

Cryostat sections (5 μm) of the murine livers were cut from snap‐frozen tissues in hexanes with dry ice embedded in Tissue‐Tek OCT Compound (Sakura Finetek Japan Co., Ltd., Tokyo, Japan) and then air‐dried onto glass slides at room temperature. Cryosections of livers were stained by Oil Red O and counterstained with hematoxylin to visualize the lipid droplets. H&E and Oil Red O staining were performed according to the standard protocols.

### 2.5 Lipids extraction and biochemical measurements

Lipid extraction from liver samples was performed according to the well‐known Bligh and Dyer method.^18^ In brief, 800 μL of homogenized liver solution (50 mg of snap‐frozen liver/mL of distilled water) was mixed with 1 mL of chloroform and 2 mL of methanol, then well vortexed. After 10 minutes, 1 mL of chloroform was added to the mixture, and after blending, 1 mL of distilled water was added. After blending, the homogenate mixture was centrifuged at 1800× *g* for 10 minutes. After complete removal of the alcoholic (top) layer, 1 mL of the resulting chloroform (bottom) layer was transferred to a new glass tube, then evaporated to dryness under a stream of nitrogen. The resulting lipid extract was evaporated to dryness under a stream of nitrogen in a fresh glass tube, dissolved in isopropanol containing 10% (w/w) Triton X‐100, and subjected to measurements of hepatic cholesterol and TG. For quantitative calibration curves, standard samples containing known concentrations of cholesterol and TG were prepared in a similar manner. The concentrations of cholesterol and TG in each sample were measured using commercially available kits (summarized in Table 1) according to manufacturer's instructions.

### 2.6 Generation of and infection with adenoviruses

Using a ViraPower^TM^ Adenovial Gateway^TM^ Expression Kit (Invitrogen Carlsbad, CA), a recombinant adenovirus for expressing NPC1L1 (NCBI accession: NM_001101648), tagged with EGFP, was constructed and purified as described previously.^14^ The purified adenovirus was stored at −80°C until use. The resulting adenovirus titer was determined using an Adeno‐X^TM^ Rapid Titer Kit (Clontech Laboratories, Inc, Palo Alto, CA). To obtain transgenic mice transiently expressing NPC1L1, we intravenously administered the NPC1L1‐EGFP‐expressing adenoviruses (1 × 10^10^ ifu/20 g of body weight [BW]) into WT mice as described previously.^19^ As a control, mice were administered a recombinant adenovirus expressing EGFP.

### 2.7 Preparation of protein lysates

To make protein extracts, frozen livers were weighed and defrosted on ice, then homogenized (g of tissue/20 mL) using an ice‐cold Physcotron homogenizer (Microtec Co., Ltd., Chiba, Japan) in ice‐cold RIPA lysis buffer: 50 mmol/L Tris‐HCl, pH 7.4, 150 mmol/L NaCl, 0.1% sodium dodecyl sulfate (SDS), 0.5% sodium deoxycholate, 1% NP‐40, 1 mmol/L phenylmethylsulfonyl fluoride, and a Protease Inhibitor Cocktail for General Use (Nacalai Tesque, Kyoto, Japan). All protease inhibitors were added immediately prior to use. Crude lysates were incubated at 4ºC for 30 minutes with gentle rotation, before clarification by centrifugation at 20 000× *g* at 4°C for 30 minutes. The resulting supernatant was carefully collected in a new tube, and the protein concentration was determined by using the BCA Protein Assay Kit (Pierce, Rockford, IL) with BSA as a standard according to the manufacturer's protocol. The liver lysate samples were subjected to immunoblot analyses.

### 2.8 Immunoblotting

Immunoblot analyses were performed as described in our previous report^7^ with minor modifications. Briefly, liver lysate samples were separated by SDS‐PAGE and transferred to an Immobilon‐P PVDF membrane (Millipore Corp., Bedford, MA) by electroblotting at 15 V for 51 minutes. For blocking, the membrane was incubated in Tris‐buffered saline containing 0.05% Tween 20 and 3% BSA (TBST‐3%BSA). Blots were probed with appropriate antibodies (Table 1), and then the signals were visualized by a chemiluminescent method. All antibodies were used at 1:1000 (primary antibody) or 1:2000 (secondary antibody) dilution in TBST‐0.1%BSA for 1 hour at room temperature. After washing in TBST for 1 hour at room temperature, HRP‐dependent luminescence was developed with ECL^TM^ Prime Western Blotting Detection Reagent (GE Healthcare UK Ltd., Buckinghamshire, UK) and detected using a luminescent image analyzer (Bio‐Rad Laboratories, Tokyo, Japan).

### 2.9 Treatment with clodronate liposomes

For the long‐term depletion of macrophages in vivo, clodronate liposomes (Clophosome® (neutral): F70101C‐N, FormuMax Scientific, Palo Alto, CA, USA) or control liposomes (F70101‐N, FormuMax Scientific) were intravenously administrated (100 μL of liposome solution containing 10% sucrose and 20 mmol/L NaPO_4_ [pH 7.4]/20 g BW) in 6‐week‐old L1‐Tg mice at days 0, 3, 7, and 11. The clodronate liposome‐treated mice were fed a HFD for 2 weeks. Two treatment groups were studied: (a) control liposomes‐treated HFD‐fed L1‐Tg mice and (b) clodronate liposomes‐treated HFD‐fed L1‐Tg mice.

### 2.10 RNA extraction and qPCR

Total RNA was extracted from mouse livers using the RNA isoPlus^®^ Reagent (Takara Bio, Inc, Shiga, Japan), according to the manufacturer's protocol. Reverse transcriptional reaction and subsequent quantitative PCR (qPCR) using SYBR^®^ GreenER™ qPCR SuperMix Universal (Life Technologies, Tokyo, Japan) were performed as described previously.^14^ The sequences of the primers used are shown in Table 2.

**Table 2:** Primer sequences for qPCR analysis for each gene in *Mus musculus*

Symbol	Gene name	Sequence 5′ to 3′	
β‐actin	Actin, beta	F	AGATCAAGATCATTGCTCCTCCTG
		R	AACGCAGCTCAGTAACAGTCC
Ccl2	Chemokine (C‐C motif) ligand 2	F	GTGTTGGCTCAGCCAGATGC
		R	GACACCTGCTGCTGGTGATCC
F4/80	Adhesion G protein‐coupled receptor E1	F	CCCCAGTGTCCTTACAGAGTG
		R	GTGCCCAGAGTGGATGTCTC
Ho1	Heme oxygenase 1	F	ACATCGACAGCCCCACCAAGTTCAA
		R	CTGACGAAGTGACGCCATCTGTGAG
Tnf	Tumor necrosis factor	F	ATGAGAAGTTCCCAAATGGC
		R	CTCCACTTGGTGGTTTGCTA
Xbp1s	X‐box binding protein 1, spliced form	F	GCTGAGTCCGCAGCAGGTG
		R	GTGTCAGAGTCCATGGGAAGA
Xbp1u	X‐box binding protein 1, unspliced form	F	GAGTCCGCAGCACTCAGACT
		R	GTGTCAGAGTCCATGGGAAGA

F, forward; R, reverse. Primer sets for the detection of Xbp1 were derived from a previous report.^20^ The expression levels of each gene were normalized to those of β‐actin.

### 2.11 RNA‐expression profiling by microarray analysis

For microarray analysis, total RNA was purified using the RNeasy Micro Kit (Qiagen, Hilden, Germany) according to manufacturer's instructions. RNA integrity was evaluated using a Bioanalyzer 2100 (Agilent Technologies Inc, Santa Clara, CA). Total RNAs extracted from two or three mice were pooled, reverse‐transcribed to double‐stranded complementary DNA, and then in vitro transcribed to yield complementary RNA (cRNA) labeled with the fluorescent dye Cy3, according to the manufacturer's protocols. Cy3‐labeled cRNA was hybridized to the SurePrint G3 Mouse Gene Expression 8 × 60 K Microarray (Agilent Technologies) consisting of 62,976 spots. Three independent analyses were performed per group. The microarray was then washed using the Gene Expression Wash Pack (Agilent Technologies) and scanned with a DNA Microarray Scanner (G2565CA; Agilent Technologies). Scanner output images were normalized and digitalized using Feature Extraction software (Agilent Technologies) according to the Minimum Information About a Microarray Experiment (MIAME) guidelines.^21^ Independent three analyses were performed per each group. The difference index was calculated for each gene as (M1−M2)/(SD1+SD2), where M1 and M2 are the means normalized intensities for L1‐Tg and WT mice, respectively, and SD1 and SD2 are the standard deviations of the normalized intensities for each group. The threshold of expression change was set to a modulus of the difference index >0.7.

### 2.12 Functional analysis of microarray data

To better understand the biological meaning of the microarray results, functional analysis was performed by gene‐ontology (GO) analysis, as previously described.^22^ Briefly, genes were annotated with GO using an annotation file (gene2go.gz, updated on January 28, 2013) provided by the NCBI. Enrichment factors of differentially expressed genes were calculated for each GO. Statistical analysis was performed with Fisher's exact test based on a hypergeometric distribution, and GO terms with an enrichment factor ≥2, *nf* ≥4 and *P* < 0.01 were extracted. Microarray data obtained in this study were deposited in Gene Expression Omnibus (GEO) under accession code GSE110285.

### 2.13 Statistics

Unless otherwise noted, figures are presented as mean ± SEM. All statistical analyses were performed by using Excel 2013 (Microsoft Corp., Redmond, WA, USA) with Statcel3 add‐in software (OMS publishing Inc, Saitama, Japan). Different statistical tests were used for different experiments as described in the figure legends which include the numbers of biological replicates (*n*). When analyzing multiple groups, the similarity of variance between groups was compared using Bartlett's test. When passing the test for homogeneity of variance, a parametric Tukey–Kramer multiple‐comparison test was used; otherwise a non‐parametric Steel‐Dwass test was used. In the case of a single pair of quantitative data, after comparing the variances of a set of data by *F*‐test, unpaired Student's or Welch's *t *test was performed. Statistical significance was defined in terms of *P* values less than 0.05 or 0.01.

## 3 RESULTS

### 3.1 Hepatic NPC1L1 accelerated hepatic lipid accumulation resulting in steatosis

To investigate the association of hepatic NPC1L1 with NAFLD risk, we first fed L1‐Tg mice with western feed characterized by high fat, including cholesterol (high‐fat diet: HFD). These L1‐Tg mice showed hepatic expression of human NPC1L1 driven by the liver‐specific ApoE promoter (Figure 1A) and exhibited lower biliary secretion of cholesterol than WT mice (Figure 1B). Additionally, the hepatic NPC1L1 level in L1‐Tg mice was approximately 86% of that in the human liver when these levels were normalized to the expression of RAP (hepatic chaperone protein) in each species.^6^ As mice have little expression of hepatic Npc1l1, L1‐Tg mice must be an appropriate in vivo model for the evaluation of the physiological impact of hepatic NPC1L1.

**Figure 1:**
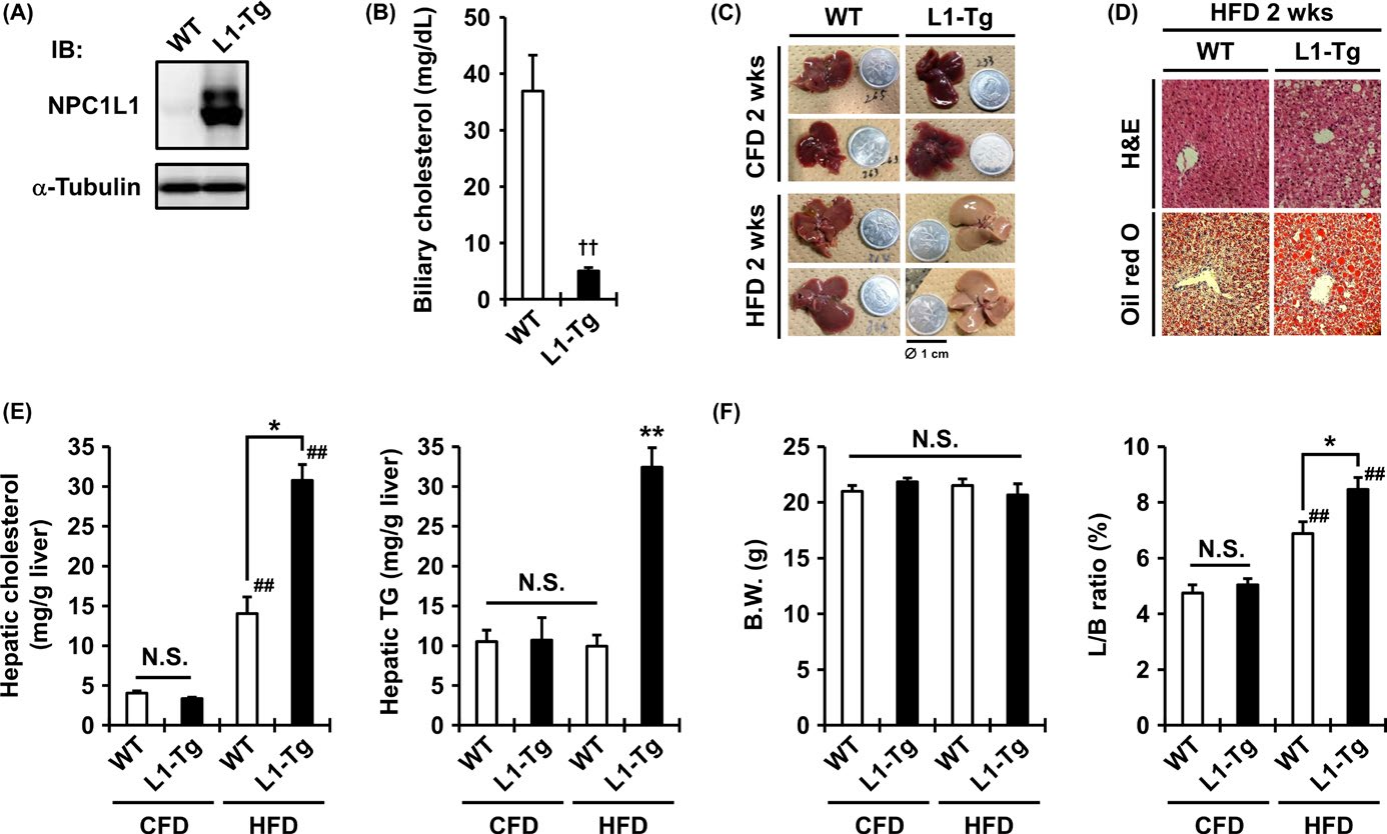
Hepatic NPC1L1‐mediated steatosis in the liver of L1‐Tg mice. A, Hepatic expression of the human NPC1L1 protein in L1‐Tg mice demonstrated by immunoblotting using an anti‐NPC1L1 antibody. α‐Tubulin, a loading control. B, Decrease of biliary cholesterol levels in L1‐Tg mice. Data are expressed as the mean ± SEM *n* = 6 (WT) and 7 (L1‐Tg). C, Photographic images of the livers of WT and L1‐Tg mice fed a control fat diet (CFD) or a high‐fat diet (HFD) for 2 weeks. The coin diameter was 1 cm. D, Hematoxylin and eosin (H&E) and Oil Red O staining of the livers of WT and L1‐Tg mice fed a HFD for 2 weeks. E and F, Hepatic cholesterol levels (*E*, *left*), hepatic triglyceride (TG) levels (*E*, *right*), body weight (BW) (*F*, *left*), and the ratios of liver weight to BW (L/B ratio) (*F*, *right*) in each group of mice fed a CFD or HFD for 2 weeks. Data are expressed as the mean ± SEM *n* = 11 (WT‐CFD) and 7 (the other groups). Statistical analyses for significant differences were performed using Bartlett's test, followed by a parametric Tukey–Kramer multiple‐comparison test (*E, right; F*) or a non‐parametric Steel–Dwass test (*E*, *left*) (##*P* < 0.01 vs CFD controls; **P < 0.01 *vs.* the other groups; *P < 0.05 among two groups; NS, not significantly different among groups) as well as a two‐sided *t *test (††*P* < 0.01).

After 2 weeks of feeding with HFD, only the liver of L1‐Tg mice displayed remarkable changes suggestive of steatosis formation (Figure 1C). Hepatic lipid accumulation in L1‐Tg mice was confirmed by histological observations of liver sections (Figure 1D). Biochemical analyses revealed that the hepatic levels of cholesterol and TG in L1‐Tg mice on a HFD were significantly higher than those on a CFD (Figure 1E). In WT mice, HFD feeding moderately increased hepatic cholesterol levels, but did not affect hepatic TG levels. At necropsy, no significant differences in body weight were observed among all groups (Figure 1F), whereas the ratios of liver weight to body weight (L/B ratios) in L1‐Tg mice fed a HFD were significantly higher than those in other groups (Figure 1F), suggesting that liver enlargement was associated with fat accumulation. Considering the physiological role of hepatic NPC1L1 as a cholesterol re‐absorber from bile, the NPC1L1‐mediated increase of hepatic cholesterol seems to be followed by TG accumulation in the liver, resulting in the steatosis formation, which was only observed in L1‐Tg mice. Additionally, similar results were obtained in mature adult mice (Supplemental Figure S1).

### 3.2 Ezetimibe administration prevented the lipid accumulation in L1‐Tg mice with HFD

To further examine the involvement of hepatic NPC1L1 in steatosis formation (Figure 1), we next administered the NPC1L1‐selective inhibitor ezetimibe to L1‐Tg mice for 2 weeks by mixing it in the mouse feed. Prior to the experiments, we confirmed that the presence of ezetimibe has little effect on the consumption of HFD (Supplemental Figure S2). The livers of L1‐Tg mice fed a HFD containing ezetimibe (16 μg/g diet) did not become steatotic (Figure 2A). Indeed, ezetimibe co‐administration suppressed the significant increases in the hepatic levels of cholesterol and TG in L1‐Tg mice fed a HFD (Figure 2B, C). At necropsy, no differences were found in the body weight of L1‐Tg mice among all groups (Figure 2D). However, in L1‐Tg mice fed a HFD, the L/B ratios in the ezetimibe‐administered group (7.1 ± 0.1%) were significantly lower than those in the non‐administered group (7.9 ± 0.3%) (Figure 2E), and comparable to those in WT mice fed a HFD (6.9 ± 0.4%) (Figure 1F). Ingestion of ezetimibe was supported by its pharmacological effect (Supplemental Figure S3). Integrated data of each hepatic parameter shown in Figures 1 and 2 are summarized in Supplemental Figure S4.

**Figure 2:**
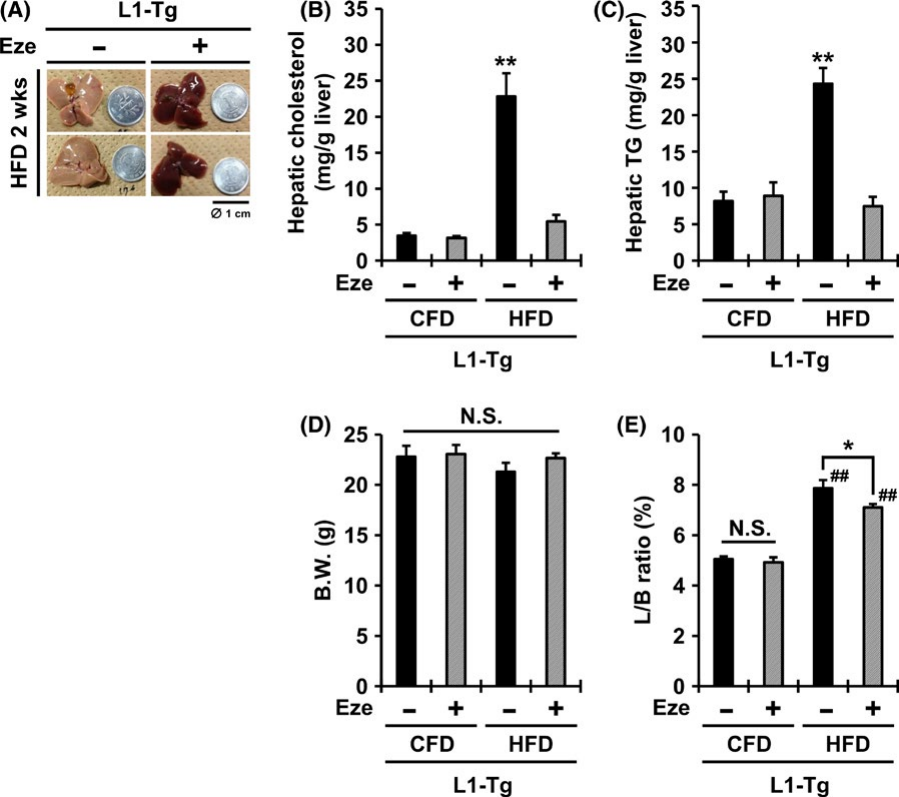
Complete prevention of steatosis in the livers of L1‐Tg mice fed a HFD by ezetimibe administration. A, Photographic images of the livers of L1‐Tg mice fed a high‐fat diet (HFD) containing ezetimibe (Eze) for 2 weeks. The coin diameter was 1 cm. B‐E, Hepatic cholesterol levels (*B*), hepatic triglyceride (TG) levels (*C*), body weight (BW) (*D*), and the ratios of liver weight to BW (L/B ratio) (*E*) in each group of mice. Data are expressed as the mean ± SEM *n* = 4 (non‐administered groups) and 7 (Eze‐administered groups). Statistical analyses for significant differences were performed using Bartlett's test, followed by a parametric Tukey–Kramer multiple‐comparison test (##*P* < 0.01 vs control fat diet (CFD) controls; **P < 0.01 *vs.* the other groups; *P < 0.05 among two groups; NS, not significantly different among groups).

Moreover, to exclude the possibility that unexpected genetic alterations in L1‐Tg mice may have affect steatosis formation, we transiently expressed NPC1L1 in the liver of WT mice using an NPC1L1‐expressing adenovirus (L1‐Av) (Supplemental Figure S5). The levels of hepatic cholesterol and TG in L1‐Av mice fed a HFD were higher than those of control‐Av mice and these lipid accumulating phenotypes were attenuated by ezetimibe administration, which is consistent with our findings using L1‐Tg mice.

These results indicate that ezetimibe prevented the lipid accumulation in the livers of L1‐Tg mice fed a HFD, supporting the possibility that hepatic NPC1L1 exacerbates steatosis, and, thus, that ezetimibe could be useful in preventing steatosis.

### 3.3 Transcriptomics revealed hepatic elevation of immune‐response genes in L1‐Tg mice

Next, we performed a microarray analysis using WT and L1‐Tg mice fed a CFD to characterize basal differences in hepatic gene‐expression patterns, because we hypothesized that differing characteristics in the livers of WT and L1‐Tg mice could affect their potential responses to a HFD. 

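Liver RNA was compared on 3 arrays of male WT mice and 3 arrays of male L1-Tg mice, which carry human NPC1L1 under the APOE promoter and had been backcrossed for at least 8 generations. Each array held the RNA of a pool of 2 or 3 mice fed a CFD, so the spread between arrays is a spread between pools. Cy3-labeled cRNA was hybridized to an array of 62976 spots, of which 3671 were controls and the others carried 55681 distinct probes. The 6 arrays lay on 1 slide that was scanned once, with the WT arrays in row 1 and the L1-Tg arrays in row 2, so each row held 1 genotype. The authors deposited the processed signal of each spot from Feature Extraction, an intensity on the linear scale that was corrected for background within the array and not scaled between arrays. They also deposited normalized intensities, which equal the processed signals multiplied by 1 factor per array, and the paper's text does not say how the factor was set. For the values given here, the log2 of each processed signal was taken and the 75th percentile of its array was subtracted. That percentile lay between an intensity of 297 and 378. Between 53.1% and 59.2% of the probe spots on an array were well above background, and 0 spots were saturated. Between 1 and 22 spots per array that the software marked as non-uniform were treated as missing. A gene was represented by its probe with the highest mean over the 6 arrays, and 22340 genes with a probe well above background on all arrays of at least 1 group were tested. Across genes, which are not independent replicates, Pearson's r was between 0.993 and 0.994 for L1-Tg arrays and between 0.985 and 0.988 for WT arrays. Between arrays of different groups it was between 0.979 and 0.992. Arrays were thus not always most like their own group. Each WT array had a higher r with L1-Tg replicate 2 than with either other WT array. WT replicate 3 had a higher r with every L1-Tg array than with either other WT array. The number of arrays limits the precision, and an exact permutation test on 3 against 3 pools cannot give a p under 0.10.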

The large amount of data generated was interpreted by GO analysis, based on functional categorization with GO terms. 

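The difference index was computed for 37052 genes on the linear scale, with no filter on dim probes because the methods name none. Its modulus was above 0.7 for 11215 genes, or 30.3%, of which 3189 were higher and 8026 were lower in L1-Tg mice. Of the 10888 genes that were well above background on no array, 4740 passed the index and 92.4% of these were lower. Of the 20992 genes that were well above background on all 6 arrays, 5538 passed the index and 58.0% of these were lower. Among the alternatives, a further criterion of at least a 2-fold change moved the count most, to 930 genes with 407 higher and 523 lower. The division between higher and lower genes moved with the scaling. Without scaling 3031 genes were higher and 3017 lower, after quantile normalization 4525 were higher and 3674 lower, and with the authors' normalized intensities 4261 were higher and 6575 lower. With 1 array left out, the number of higher genes rose by more than 1.5 times, to 4925, without WT replicate 1.
The limma test with a Benjamini-Hochberg adjusted threshold of 0.05 called 29 of the 22340 genes, 27 higher and 2 lower in L1-Tg mice. Of these, 12 carry a gene symbol, 7 are named by a position and 10 by another identifier. At an unadjusted p under 0.05 there were 1983 genes, 1008 higher and 975 lower, and the median log2 difference over all genes was -0.03. The values of the groups did not overlap for 3554 genes, or 15.9%, where chance gives 10%. The alternative that moved the count most was the test of the methods without moderated variances, which called 0 genes after adjustment and gave an unadjusted p under 0.05 for 1773. With 1 array left out, 17, 15 and 15 genes were called without L1-Tg replicates 1, 2 and 3, and 17, 18 and 35 without WT replicates 1, 2 and 3.
The largest rise was at a probe for a locus on chromosome 13 of mm9, from 99472132 to 99472291, with a log2 signal of 4.61 ± 0.38 (SD, n = 3 pools) in L1-Tg mice and -2.51 ± 0.06 in WT mice. Its log2 difference was 7.11 (standard error 0.19, limma adjusted p = 2.7e-04), and the other probe of the locus showed a difference of 0.03. For a locus on chromosome 1, from 94608820 to 94634671, the log2 difference was 4.91 (standard error 0.19, limma adjusted p = 9.5e-04). A probe on chromosome 7, from 143759700 to 143760147, was well above background in 3 L1-Tg pools and 0 WT pools, and its signal was at least 27.8-fold higher. Such a limit sets the mean log2 signal of the bright group against the mean, over the arrays of the dim group, of the higher of the probe's own signal and the lowest signal among probes well above background. Among genes with a symbol, Prss41 had a log2 signal of 3.70 ± 0.26 (SD, n = 3 pools) in L1-Tg mice and -0.18 ± 0.18 in WT mice, a difference of 3.88 (limma adjusted p = 0.0010). Krtap5-1 differed by 3.28 (standard error 0.21), although its other probe showed a difference of -0.42, and Tmem253 differed by 3.06 (standard error 0.22). Krtap5-1 passed the adjusted threshold with any 1 array left out, whereas the adjusted p of Tmem253 reached 0.0778 without WT replicate 1. Over all alternatives, however, the difference of Krtap5-1 fell to 1.43 and its limma adjusted p reached 0.116. For Tmem253 the lowest difference was 2.80. Gpnmb was at least 1.76-fold higher, with 0 WT pools well above background, and its adjusted p reached 0.170 without L1-Tg replicate 3. Rassf4 fell by 1.35 (standard error 0.10). It did not pass without L1-Tg replicate 1, 2 or 3, each of which left 0 lower genes, and its adjusted p reached 0.0759 without replicate 3. The other lower gene, whose symbol has the form of an accession and is not given, was at least 1.66-fold lower, with 0 L1-Tg pools well above background, and it did not pass with any array left out.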

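A list of 45 genes of triglyceride synthesis, storage, lipolysis and export and a list of 53 genes of sterol and fatty-acid homeostasis were written by hand from gene function, since no GO annotation was used here. Of these, 41 and 53 were tested. In the first list 10 genes were higher and 31 lower in L1-Tg mice, and 3 had an unadjusted p under 0.05. In the second list 15 were higher and 38 lower, and 7 had an unadjusted p under 0.05. The number of genes past the threshold in limma was 0 in either list after adjustment over all genes tested, and 1 and 0 when adjusted over the list alone. The values of the groups did not overlap for 5 of 41 genes in the first list, or 12.2%, and for 22.6% of the second, where 10% would do so by chance. The median log2 difference was -0.11 in either list. With limma's camera test, which compares a list with all other tested genes under a preset inter-gene correlation of 0.01, the adjusted p over 20 lists was 0.138 for the first and 0.0722 for the second. Both passed without L1-Tg replicate 2, with an adjusted p of 0.0494 in either list, and the second also passed without L1-Tg replicate 3, with 0.0169, and with the authors' normalized intensities, with 0.0473. Leaving out an array moved the median between -0.17 and -0.07 in the first list and between -0.17 and -0.04 in the second. The smallest p in the first list belonged to Mogat2, which encodes a monoacylglycerol acyltransferase. Its log2 signal was -1.12 ± 0.19 (SD, n = 3 pools) in L1-Tg mice and -2.07 ± 0.20 in WT mice, a difference of 0.95 (limma adjusted p = 0.179). Cd36, a fatty-acid transporter, was higher by 1.48 (standard error 0.35, limma adjusted p = 0.372), and Pparg by 0.92 (standard error 0.19, adjusted p = 0.305). Apoa5 fell by 0.54 (standard error 0.16, limma adjusted p = 0.479) and Scarb1 fell by 0.38 (standard error 0.11, adjusted p = 0.481).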

No significant differences were found in categories related to lipid homeostasis, such as GO:0006641 (TG metabolic process) and GO:0055088 (lipid homeostasis). However, differentially expressed genes between WT and L1‐Tg mice were enriched in 11 GO categories (Table 3). 

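Enrichment factors were computed as defined under Table 3, with the hand-written lists in the place of GO terms and the 37052 genes on the array as background. Fisher's exact test was used one-sided, with a Benjamini-Hochberg adjustment over 20 lists. It takes genes as independent draws, so its p does not measure the spread between pools and is too small where genes vary together. The antiviral list stands for the 3 categories on viral defense and innate immunity, and 49 of its 62 genes on the array passed the index, 47 higher and 2 lower. The enrichment factor was 2.61 (adjusted p = 6.0e-14). All 9 genes of the 2'-5' oligoadenylate synthetase (OAS) family that passed, of 11 on the array, were higher in L1-Tg mice, with an enrichment factor of 2.70 (adjusted p = 0.0041). Among the alternatives, a further criterion of at least a 2-fold change moved the factors most, to 16.1 for the antiviral list and 25.4 for the OAS family. Leaving out L1-Tg replicate 1 gave 1.82 for the OAS family with an adjusted p of 0.294, the highest over its alternatives, whose lowest was 1.0e-08. Of the genes induced by interferon-beta, 17 of 27 passed, 16 of them higher, with a factor of 2.08 (adjusted p = 0.0041). The factor was 1.70 for double-stranded RNA binding genes, of which 18 of 35 passed, and 1.77 for genes of TLR4 signaling, of which 15 of 28 passed (adjusted p = 0.0338 for either list). Of the Ly6 family, which stands for part of the category anchored to membrane, 6 of 13 passed, all of them higher, with a factor of 1.52 (adjusted p = 0.570). Of the genes induced by lipopolysaccharide, 9 of 38 passed, all of them higher, with a factor of 0.78 (adjusted p = 1). The lists of triglyceride and of sterol and fatty-acid genes had factors of 0.83 and 1.06, with 11 of 44 and 17 of 53 genes past the index. The triglyceride factor was 0 with at least a 2-fold change, and the other was 1.71 with an index above 1. Their direction changed with the processing, as the triglyceride factor was 1.11 without scaling and the other 0.92, as the other was 0.77 with the authors' normalized intensities, and as the factors ranged from 0.62 to 1.15 and from 0.79 to 1.20 with 1 array left out.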

The most significant categories were “defense response to virus,” “response to virus,” and “innate immune response.” 

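The median log2 difference of the antiviral list was 0.76, with 54 of 60 tested genes higher in L1-Tg mice. Its median on each array, taken against each gene's WT mean, was 0.73, 0.56 and 1.01 in L1-Tg replicates 1 to 3 and -0.30, 0.06 and 0.19 in WT replicates 1 to 3. The camera test gave an adjusted p of 1.1e-28. Of the 60 genes, 41 had an unadjusted p under 0.05, 39 passed when adjusted over the list alone and 0 passed in limma when adjusted over all genes tested, where the smallest adjusted p was 0.153. The test without moderated variances also called 0 genes. The groups did not overlap for 44 genes, or 73.3%, with 43 of them higher, where 10% is the share by chance. Leaving out L1-Tg replicate 3 moved the median most among the alternatives, to 0.61.
In the OAS family 8 of 9 tested genes were higher, with a median of 1.36 (camera adjusted p = 1.8e-08) and 8 genes past the threshold when adjusted over the list alone. The median of the interferon-beta list was 0.54, with 24 of 26 genes higher (camera adjusted p = 4.7e-10) and 10 genes past the threshold when adjusted over the list alone. Double-stranded RNA binding genes had a median of 0.12 and a mean of 0.49, with 24 of 32 higher (camera adjusted p = 3.8e-06). Of these 32 genes 12 are also on the antiviral list, and the median of the others was 0.03. The Ly6 family had a median of 0.65, with 8 of 10 higher (camera adjusted p = 2.4e-04), and 0.07 without WT replicate 1. Genes induced by lipopolysaccharide had a median of 0.39, with 28 of 32 higher (camera adjusted p = 9.0e-06), and 0.17 without WT replicate 1. When adjusted over the list alone, 9, 4 and 1 genes of these last lists passed. The groups did not overlap for 88.9% of the OAS family, 50.0% of the interferon-beta list, 46.9% of the RNA binding genes, 40.0% of the Ly6 family and 12.5% of the lipopolysaccharide list.
Of 20 lists, 14 passed in the camera test, 13 of them higher in L1-Tg mice. With fry, which estimates the correlation between genes from the arrays, 0 lists passed, the smallest adjusted p was 0.174 and 5 lists had an unadjusted p under 0.05. With camera under an estimated correlation 0 lists passed, the smallest adjusted p was 0.240 and 1 list had an unadjusted p under 0.05. None of the 14 calls therefore held under either of these tests. The median, the mean and the camera test had the same sign in each of the 20 lists.

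**Figure D1:**
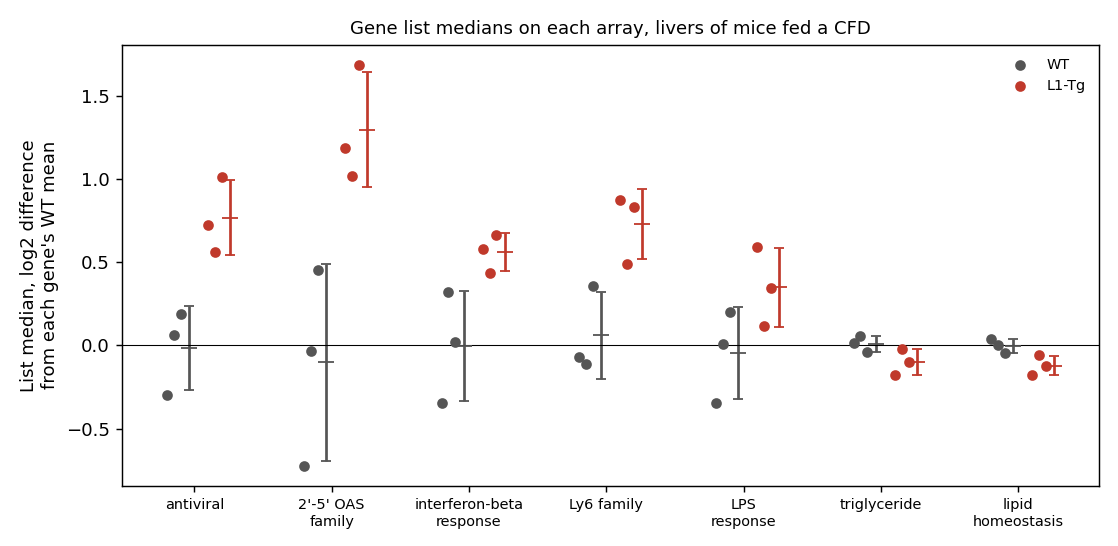
Median of each gene list on each array, as the log2 difference from each gene's WT mean; points are pools, and the bar beside them gives the mean and SD of 3 pools. The 3 L1-Tg pools lie between 0.56 and 1.01 for the antiviral list and the 3 WT pools between -0.30 and 0.19.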

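Single genes of interferon and immune responses showed the following log2 differences between L1-Tg and WT livers, with 3 pools per group. Ifit1, an interferon-induced gene, had a log2 signal of 1.71 ± 0.24 (SD, n = 3 pools) in L1-Tg mice and -0.29 ± 0.62 in WT mice, a difference of 2.01 (standard error 0.32, limma adjusted p = 0.179). Rsad2 differed by 1.90 (standard error 0.29), Cmpk2 by 1.56 (standard error 0.24), Ifit2 by 1.47 (standard error 0.23) and Oasl1 by 1.37 (standard error 0.20), each with the same adjusted p in limma. The smallest adjusted p of an antiviral gene belonged to Trim30a, whose log2 signal was 0.06 ± 0.21 (SD, n = 3 pools) in L1-Tg mice and -1.27 ± 0.31 in WT mice. In these 6 genes each L1-Tg pool was above each WT pool. Within the OAS family, Oas1a differed by 2.47 (standard error 0.67, limma adjusted p = 0.447), Oas1f by 2.48 (standard error 0.67, adjusted p = 0.441), Oasl2 by 2.06 (standard error 0.48, adjusted p = 0.372) and Oas2 by 1.29 (standard error 0.29, adjusted p = 0.341). Oas1a and Oas1f passed the adjusted threshold without WT replicate 3, with 0.0497 and 0.0466, and their adjusted p reached 0.935 among the alternatives. Oas3, measured in 2 of 3 WT pools, differed by 1.36, and by 0.86 without WT replicate 1 and 0.26 after a normexp background correction. Oas1c differed by 1.00 and Oas1e by 0.57, and under normexp Oas1e and Ifit2 differed by 0.30 and 0.87. Oas1d fell by 1.45 (standard error 1.08), and by 0.11 without WT replicate 2. Oas1g and Oas1h were too dim to be tested. Outside these families, Ly6a differed by 1.96 (standard error 0.48, limma adjusted p = 0.393), Ly6c1 by 1.64 (standard error 0.35, adjusted p = 0.334), Lcn2 by 1.79 (standard error 0.33, adjusted p = 0.262) and Cxcl10 by 1.35 (standard error 0.43, adjusted p = 0.493).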

Immune response‐related genes were up‐regulated in the livers of L1‐Tg mice versus WT mice, even though the mice were not infected during the study. Based on these findings, we hypothesized that the apparent potent activation of the innate immune system could be involved as the initial trigger of the steatosis formation in L1‐Tg mice. In general, innate immune responses are transduced by some Toll‐like receptors (TLRs). 

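Of the 12 TLR genes on the array 10 were tested, and 9 of them were higher in L1-Tg mice. The list had a median log2 difference of 0.23, which was 0.36 without L1-Tg replicate 2 or WT replicate 2, and a camera adjusted p of 0.0114. It did not pass with a filter on all 6 arrays (0.0641), without WT replicate 1 (0.0535) or under a normexp background correction (0.0526). In limma 0 of the 10 genes passed the adjusted threshold, and 0 had an unadjusted p under 0.05. The test without moderated variances called 0 genes after adjustment. The groups did not overlap for 1 gene, the 10% that chance gives. Tlr4 had a log2 signal of -3.14 ± 0.38 (SD, n = 3 pools) in L1-Tg mice and -3.37 ± 0.05 in WT mice. Its difference of 0.23 (standard error 0.19, limma adjusted p = 0.705) lay between 0.08 and 0.44 with 1 array left out and was -0.05 after a normexp background correction, which also turned Tlr6 and Tlr9 negative. Tlr2 differed by 1.01 (standard error 0.48, limma adjusted p = 0.583), and by 0.52 without L1-Tg replicate 1. Tlr3, measured in 2 of 3 WT pools, differed by 0.90 (standard error 0.38, limma adjusted p = 0.561), and by 0.45 without WT replicate 1 and 0.16 under normexp. Tlr1, measured in 1 of 3 WT pools, differed by 2.00 (standard error 0.97, limma adjusted p = 0.590), and by 3.21 without WT replicate 3 and 0.33 under normexp. The adjusted p of Tlr1 was 0.0174 without WT replicate 3 and as high as 0.935 among its alternatives. Tlr5 and Tlr13 differed by 0.54 and 0.23, and without WT replicate 1 by 0.32 and 0.07, and Tlr5 by 0.35 under normexp and 0.84 without WT replicate 2. Tlr8 and Tlr11 were too dim to be tested. Tlr6 and Tlr12 differed by 0.12 and 0.10, and both changed sign with 1 array left out, to -0.20 without WT replicate 3 and -0.09 without WT replicate 1. Tlr9 differed by 0.0011, and Tlr7 by -0.33 with a change of sign, to 0.11, without WT replicate 2 and, to 0.17, with the mean of its probes. Under quantile normalization, scaling by the median, no scaling and the authors' factors, each of these genes kept its direction.
Among 26 tested genes of the TLR4 receptor complex and its signaling, 19 were higher, with a median log2 difference of 0.14 (camera adjusted p = 5.7e-04). Leaving out L1-Tg replicate 1 gave a median of 0.08. In limma 7 of these genes had an unadjusted p under 0.05, 2 passed when adjusted over the list alone and 0 when adjusted over all genes tested. The groups did not overlap for 42.3% of them. Traf3 differed by 0.57 (standard error 0.11, limma adjusted p = 0.298), Irak4 by 0.51 (standard error 0.10, adjusted p = 0.305; 0.22 under normexp) and Ly96 by 0.48 (standard error 0.12, adjusted p = 0.422). From the higher expression of immune-response genes in mice that were not infected, the paper hypothesizes that an activated innate immune system could take part in the initial trigger of steatosis in L1-Tg mice, and it states that TLRs transduce such responses.

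**Figure D2:**
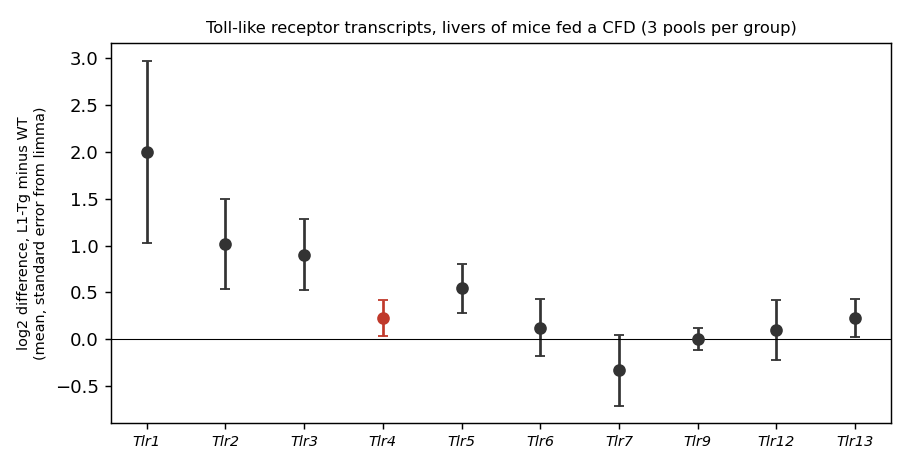
Log2 difference between L1-Tg and WT livers for each tested TLR gene, with 3 pools per group; points are the differences, bars the standard errors from limma, and Tlr4 is drawn in red. Tlr4 lies at 0.23, and the genes range from -0.33 for Tlr7 to 2.00 for Tlr1; under a normexp background correction Tlr4 lies at -0.05 and Tlr1 at 0.33.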

Considering that recent findings have suggested the involvement of TLR4‐signaling in hepatic lipid accumulations,^23^, ^24^ we focused on TLR4 in subsequent experiments.

**Table 3:** Significantly enriched gene ontology categories in the livers of L1‐Tg mice as compared with WT mice

Categories	Number of genes		Enrichment factor	*P*‐value
	Up‐regulated	Down‐regulated		
Defense response to virus	18	1	7.03	<0.001
Response to virus	16	1	12.8	<0.001
Innate immune response	17	0	4.17	<0.001
Double‐stranded RNA binding	9	0	7.66	<0.001
Anchored to membrane	9	0	3.79	0.001
Immune response	9	0	2.75	0.006
Cellular response to interferon‐beta	7	0	13.3	<0.001
Negative regulation of viral genome replication	6	0	11.4	<0.001
2′‐5′oligoadenylate synthetase activity	5	0	40.0	<0.001
Cellular response to lipopolysaccharide	5	0	4.25	0.006
Glycoprotein binding	2	3	4.28	0.007

Enrichment factors for each GO term were defined as (nf/n)/(Nf/N), where nf is the number of flagged (differentially expressed) genes within a category, Nf is the total number of genes within the same category, n is the number of flagged genes in the entire microarray, and N is the total number of genes on the microarray.

### 3.4 A TLR4 antagonist blocked the exacerbation of hepatic NPC1L1‐dependent steatosis

To examine the effect of Tlr4 inhibition on hepatic NPC1L1‐mediated steatosis, we fed L1‐Tg mice a HFD containing IAXO101 (12 μg/g of feed), a commercially available synthetic antagonist of TLR4 signaling, for 2 weeks. In the IAXO101‐administered group, steatosis was not observed (Figure 3A), and the hepatic levels of cholesterol and TG were lower than those in L1‐Tg mice fed a HFD (Figure 3B, C). In the livers of IAXO101‐administered L1‐Tg mice, despite the mild accumulation of cholesterol, little TG accumulated. This trend might imply that hepatic NPC1L1‐dependent re‐uptake of cholesterol followed by the activation of TLR4‐mediated cellular responses may be involved in steatosis formation.

**Figure 3:**
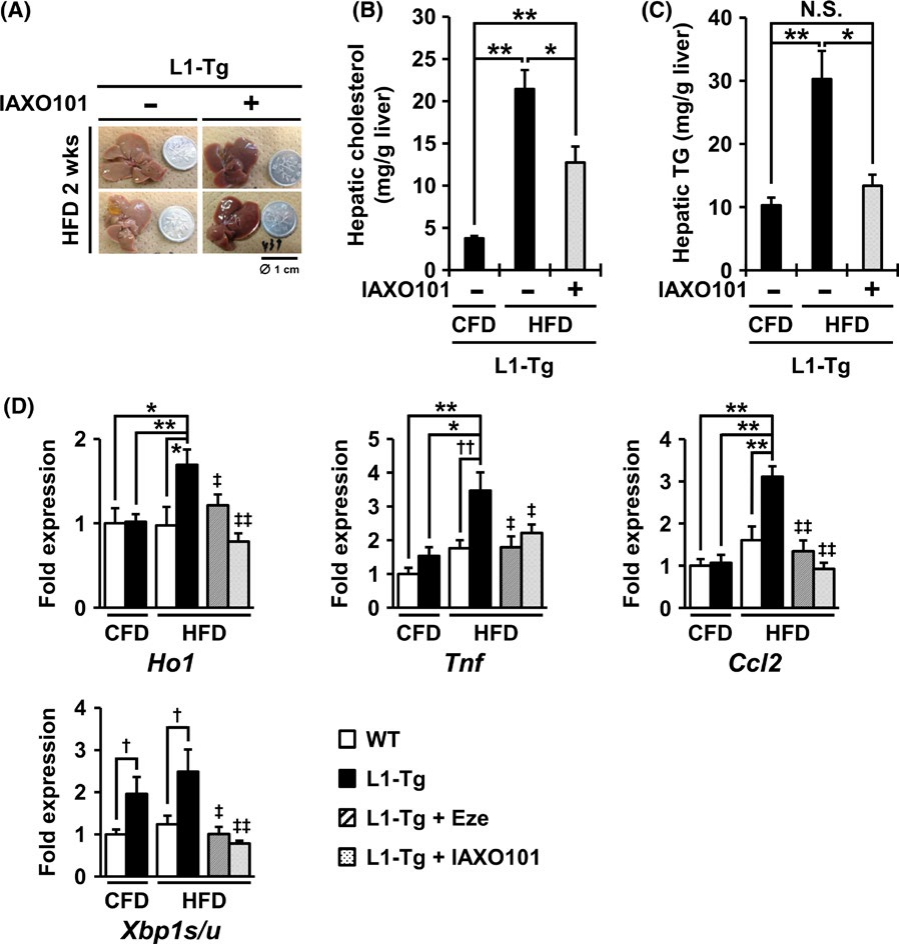
Prevention of hepatic NPC1L1‐mediated steatosis in L1‐Tg mice by administration of a TLR4 antagonist. A, Photographic images of the liver of L1‐Tg mice fed a high‐fat diet (HFD) containing IAXO101 (a Tlr4 antagonist) for 2 weeks. The coin diameter was 1 cm. B and C, Hepatic cholesterol levels (*B*) and hepatic triglyceride (TG) levels (*C*) in each group of L1‐Tg mice. Data are expressed as the mean ± SEM *n* = 5 (control fat diet (CFD) without IAXO101), 8 (HFD without IAXO101) and 9 (HFD with IAXO101). Statistical analyses for significant differences were performed according to Bartlett's test, followed by a non‐parametric Steel‐Dwass test (*P < 0.05; **P < 0.01; NS, not significantly different among groups). D, Expression changes of each hepatic gene in the livers of WT and L1‐Tg mice fed a CFD or HFD for 2 weeks. In the qRT‐PCR analyses, β‐actin mRNA was used as an internal control, and fold‐changes in the expression of each hepatic gene were normalized to the control (WT‐CFD) level. Data are expressed as the mean ± SEM *n* = 9 (CFD) and 6 (HFD) in WT mice; *n* = 16 (CFD), 15 (HFD), 8 (HFD with ezetimibe (Eze)), and 9 (HFD with IAXO101) in L1‐Tg mice. In the four non‐administered groups, statistical analyses for significant differences were performed using Bartlett's test, followed by a parametric Tukey–Kramer multiple‐comparison test (Ho1 and Ccl2) or a non‐parametric Steel‐Dwass test (Tnf and Xbp1s/u) (*P < 0.05; **P < 0.01), as well as a two‐sided *t*‐test (†*P* < 0.05; ††*P* < 0.01 among two groups). Regarding the Eze‐ or IAXO101‐administered groups, statistical analyses for significant differences were performed using a two‐sided *t* test (‡*P* < 0.05; ‡‡*P* < 0.01 *vs.* non‐administered L1‐Tg mice fed a HFD).

We further explored the effect of IAXO101 administration on the mRNA levels of the following liver‐associated genes by qPCR. Hepatic mRNA expression of the oxidative stress marker (Ho1) and the typical cytokine/chemokine (Tnf and Ccl2) were higher than those of the other groups and were suppressed by both IAXO101 and ezetimibe administration (Figure 3D).

We obtained similar expression results for Xbp1s/u (a ratio of Xbp1 spliced‐form to its un‐spliced form) known as an endoplasmic reticulum (ER) stress marker (Figure 3D). Hitherto, an increase in the Xbp1s/u ratio was reportedly triggered by TLR4 stimulation in synergy with ER stress.^25^ Moreover, the Xbp1s/u ratios in the livers of L1‐Tg mice fed a CFD were higher than those of control mice fed a CFD (Figure 3D). These results may imply that hepatic NPC1L1 could stimulate Tlr4‐dependent cellular stress responses in the liver.

Additionally, depletion of hepatic macrophages by using clodronate liposomes relieved steatosis in L1‐Tg mice (Supplemental Figure S6). These results suggest the involvement of hepatic macrophages in steatosis formation in L1‐Tg mice, supporting a plausible link between Tlr4‐mediated reactions including macrophage activation and the exacerbation of steatosis in L1‐Tg mice.

### 3.5 Ezetimibe rescued steatosis in L1‐Tg mice continuously fed a HFD

Finally, to gain insight into the anti‐NAFLD efficacy of ezetimibe, we examined whether ezetimibe could rescue steatosis in L1‐Tg mice in two ways (Figure 4A).

**Figure 4:**
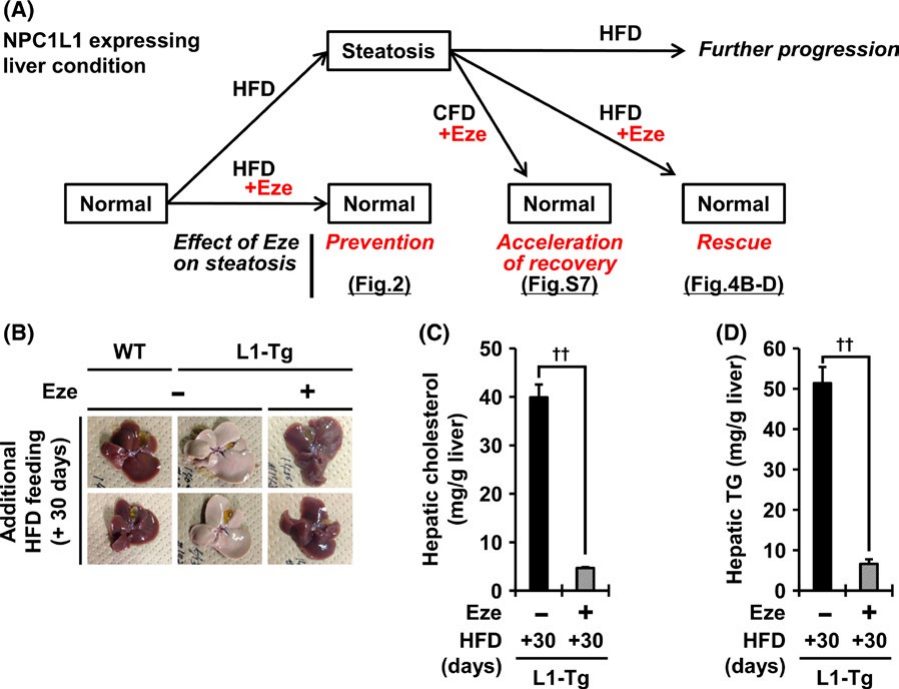
Complete rescue of hepatic NPC1L1‐mediated steatosis in L1‐Tg mice fed a HFD by post‐steatosis administration of ezetimibe with HFD. A, Schematic illustration of the beneficial effects of ezetimibe (Eze) in preventing and treating steatosis in L1‐Tg mice. B‐D, After high‐fat diet (HFD) feeding for 2 weeks, the mice were further fed a HFD containing Eze for 30 additional days. Photographic images of the livers of L1‐Tg mice fed maintained on a HFD containing Eze (*B*). While non‐Eze feeding aggregated steatosis in L1‐Tg mice, Eze rescued the livers of L1‐Tg mice from steatosis: that is the resulting lipid levels in the liver of L1‐Tg mice were almost comparable to those of WT mice whose livers never exhibited features of steatosis in this study (Supplemental Figure S4). Time‐dependent changes in the hepatic levels of cholesterol (*C*) and triglyceride (TG) (*D*) in each group of mice. Data are expressed as the mean ± SEM. Black bars, L1‐Tg mice without Eze, *n* = 7; shaded bars, L1‐Tg mice with Eze, n = 6. Statistical analyses for significant differences were performed using a *t* test (††*P* < 0.01, two‐sided).

First, L1‐Tg mice were fed a HFD for 2 weeks and then subjected to additional feeding with a CFD containing ezetimibe. Ten days after the extra‐feeding, L1‐Tg mice in the ezetimibe administrated‐group showed signs of recovery from steatosis (Supplemental Figure S7). Indeed, at both 10 and 30 days after initiating ezetimibe administration, the hepatic levels of cholesterol and TG in the ezetimibe‐administered group were lower than those in the non‐administered group. These results indicated that ezetimibe could inhibit the further progression of steatosis and accelerate the recovery from steatosis during CFD feeding.

Then, we examined whether ezetimibe could cure established steatosis under HFD feeding. L1‐Tg mice with steatosis were further fed a HFD containing ezetimibe for 30 days. Surprisingly, while lipid accumulation progressed in non‐administered group, the fatty livers of L1‐Tg mice in the ezetimibe‐administered group recovered to the control level (Figure 4B‐D, Supplemental Figure S4.). These results suggest that ezetimibe could not only prevent the progression of steatosis, but also reverse it without dietary restriction.

## 4 DISCUSSION

In this study, we identified hepatic NPC1L1 as a novel factor that exacerbates steatosis (Figures 1 and 2). We also demonstrated a new potency of ezetimibe, an NPC1L1‐selective inhibitor clinically used against dyslipidemia, as a preventive and curative drug for steatosis (Figures 2 and 4), which will be of importance in terms of drug repositioning. Thus, the pharmacological inhibition of NPC1L1 and its regulators are potential new targets of NAFLD therapy. Considering the physiological role of NPC1L1 in the liver, it seems that hepatic cholesterol incorporated from bile via this transporter could affect NAFLD progression. The detailed molecular basis underlying the early stage of hepatic NPC1L1‐mediated steatosis is an important research topic for future studies.

Our findings strongly suggest that hepatic NPC1L1 can exacerbate NAFLD, including steatosis in humans. Available information is limited, but a microarray transcriptomic data set from a previous study (GSE48452; human liver biopsy of different phases from control to NASH)^15^ may shed light on the latent link between NAFLD condition and hepatic NPC1L1‐expression levels. Re‐analysis of this data set showed that NPC1L1‐expression levels in the livers of patients with steatosis and NASH were higher than those in normal controls (Supplemental Figure S8), suggesting that subjects with higher levels of NPC1L1 may be more prone to NAFLD. However, it is also possible that NAFLD progression might have enhanced hepatic NPC1L1 expression. One plausible explanation for this interpretation could be positive regulation of NPC1L1 expression by HNF4α^26^ a transcriptional factor induced by hepatic injury. In either case, further epidemiological studies and mechanistic investigations of the association between NAFLD aggravation and the increased NPC1L1 hepatic levels are warranted.

The anti‐NAFLD effect of ezetimibe is the most important clinical implication of this study. Indeed, ezetimibe administration could not only prevent (Figure 2) but could also cure (Figure 4) hepatic NPC1L1‐mediated steatosis. Notably, despite starting after the steatosis formation, later administration of ezetimibe could rescue L1‐Tg mice with continuous HFD feeding (without dietary restriction) from steatosis, an initial stage of NAFLD progression (Figure 4B‐D). A series of our novel findings provides molecular evidence for the expected beneficial effects of ezetimibe on NAFLD/NASH treatment.^4^, ^12^ On the other hand, a clinical study referred to as the Mozart trial (24 weeks’ treatment with ezetimibe or placebo‐control) revealed that ezetimibe treatment in patients with NASH lowered liver fat by a small, but clinically unimportant, amount.^27^ Carefully considering this clinical information and our experimental findings, ezetimibe monotherapy might not improve the liver condition in NASH, but could be effective in treating and/or preventing early NAFLD conditions, at least steatosis. Although ezetimibe has been used in patients with NAFLD as a lipid‐lowering drug, its effect on the hepatic fatty condition in humans has not been fully evaluated. Additionally, previous reports pointed out that, despite several therapeutic trials of pharmacological agents, no highly effective treatment for NAFLD yet exists besides multifaceted lifestyle interventions such as diet, exercise, and behavioral counseling.^1^, ^28^ Therefore, further clinical studies are needed to examine whether ezetimibe alone or in combination with such interventions can exert therapeutic and/or protective effects on early steatosis in humans.

Regarding the potential efficacy of TLR4 inhibition on NAFLD, we showed that oral administration of a TLR4 antagonist prevented steatosis in L1‐Tg mice (Figure 3). Considering previous findings based on the studies using conventional or hepatic *Tlr4* KO mice that suggest that TLR4 in hepatocytes plays a pivotal role during the early progression of HFD‐induced NAFLD,^23^, ^24^ the presence of hepatic NPC1L1 might accelerate the Tlr4‐related exacerbation of steatosis. An important question for future studies is to determine whether TLR4 is a dependent or independent factor in the development of hepatic NPC1L1‐mediated steatosis. Given that intracellular accumulation of cholesterol could increase TLR4 proteins on the plasma membrane,^4^, ^29^ we can envision a possibility that hepatic NPC1L1‐mediated cholesterol re‐absorption might enhance a TLR4‐signaling in hepatocytes. Future study using further genetically engineered mice on the hepatic *Tlr4* KO background will help us in addressing these issues we noticed in this study via in vivo Tlr4 inhibition experiments.

Moreover, although the molecular basis remains to be elucidated, simultaneous inhibition of hepatic NPC1L1 and TLR4 might have greater therapeutic effect in treating steatosis versus monotherapy with either inhibitor. Because a link between TLR4 activation and NAFLD progression has begun to be understood, the use of TLR4 inhibitor as an anti‐NAFLD agent should attract interest. Considering the therapeutic importance of down‐modulation of TLR4 signaling in patients with such life‐threatening diseases as sepsis and inflammatory bowel disease, pharmaceutical companies and laboratories have developed numerous TLR4 antagonists; some of them are either in or have completed clinical trials.^30^ Although two well‐known TLR4 antagonists, TAK‐242 and Eritoran, could not reach the market due, not to safety considerations, but to an inadequate clinical outcome (about 28‐day all‐cause mortality) in a phase 3 study of patients with severe sepsis,^31^, ^32^ other candidates with increased potency have entered clinical trials. To the best of our knowledge, it remains to be elucidated whether such TLR4 antagonists, including those that were dropped, could have therapeutic efficacy in treating human NAFLD. Future work should therefore be conducted to evaluate this clinically important issue with consideration of the possibility that the combined use of ezetimibe could boost the expected outcome of TLR4 antagonists.

In conclusion, we demonstrated that hepatic NPC1L1 can exacerbate steatosis with possibility that biliary‐derived cholesterol is involved in NAFLD progression. Our findings provides a deeper understanding of NAFLD mechanisms. Moreover, the anti‐NAFLD effect of ezetimibe, as evidenced by the complete prevention and rescue of steatosis, together with the potential medicinal property of the TLR4 antagonist, could contribute to the development of new therapeutic strategies for this global health problem.

## CONFLICT OF INTEREST

The authors declare that they have no conflict of interest.

## AUTHOR CONTRIBUTIONS

Y. Toyoda and T. Takada conceived and designed the study, interpreted the data, and wrote the manuscript; Y. Toyoda and F. Tumura performed the experimental work and analyzed the data; M. Umezawa and K. Takeda were responsible for the microarray GO analysis; Y. Yamanashi provided precious materials; H. Suzuki supervised the study and assisted in preparing the manuscript.

## Supporting information

 Click here for additional data file.

 Click here for additional data file.

 Click here for additional data file.

 Click here for additional data file.

 Click here for additional data file.

 Click here for additional data file.

 Click here for additional data file.

 Click here for additional data file.

## References

[1] DeWeerdt S . Disease progression: divergent paths. Nature. 2017;551:S92‐S93.10.1038/d41586-017-06925-229168825

[2] Wree A , Broderick L , Canbay A , Hoffman HM , Feldstein AE . From NAFLD to NASH to cirrhosis‐new insights into disease mechanisms. Nat Rev Gastroenterol. Hepatol. 2013;10:627‐636.2395859910.1038/nrgastro.2013.149

[3] Hebbard L , George J . Animal models of nonalcoholic fatty liver disease. Nat Rev Gastroenterol Hepatol. 2011;8:35‐44.2111961310.1038/nrgastro.2010.191

[4] Musso G , Gambino R , Cassader M . Cholesterol metabolism and the pathogenesis of non‐alcoholic steatohepatitis. Prog Lipid Res. 2013;52:175‐191.2320672810.1016/j.plipres.2012.11.002

[5] Mari M , Caballero F , Colell A , et al. Mitochondrial free cholesterol loading sensitizes to TNF‐ and Fas‐mediated steatohepatitis. Cell Metab. 2006;4:185‐198.1695013610.1016/j.cmet.2006.07.006

[6] Temel RE , Tang W , Ma Y , et al. Hepatic Niemann‐Pick C1‐like 1 regulates biliary cholesterol concentration and is a target of ezetimibe. J Clin Invest. 2007;117:1968‐1978.1757116410.1172/JCI30060PMC1888567

[7] Yamanashi Y , Takada T , Shoda J , Suzuki H . Novel function of Niemann‐Pick C1‐like 1 as a negative regulator of Niemann‐Pick C2 protein. Hepatology. 2012;55:953‐964.2209567010.1002/hep.24772

[8] Altmann SW , Davis HR Jr , Zhu LJ , et al. Niemann‐Pick C1 Like 1 protein is critical for intestinal cholesterol absorption. Science. 2004;303:1201‐1204.1497631810.1126/science.1093131

[9] Garcia‐Calvo M , Lisnock J , Bull HG , et al. The target of ezetimibe is Niemann‐Pick C1‐Like 1 (NPC1L1). Proc Natl Acad Sci U S A. 2005;102:8132‐8137.1592808710.1073/pnas.0500269102PMC1149415

[10] Baigent C , Landray MJ , Reith C , et al. The effects of lowering LDL cholesterol with simvastatin plus ezetimibe in patients with chronic kidney disease (Study of Heart and Renal Protection): a randomised placebo‐controlled trial. Lancet. 2011;377:2181‐2192.2166394910.1016/S0140-6736(11)60739-3PMC3145073

[11] Cannon CP , Blazing MA , Giugliano RP , et al. Ezetimibe Added to Statin Therapy after Acute Coronary Syndromes. N Engl J Med. 2015;372:2387‐2397.2603952110.1056/NEJMoa1410489

[12] Ahmed MH , Byrne CD . Ezetimibe as a potential treatment for non‐alcoholic fatty liver disease: is the intestine a modulator of hepatic insulin sensitivity and hepatic fat accumulation? Drug Discov Today. 2010;15:590‐595.2060109410.1016/j.drudis.2010.06.007

[13] Musso G , Gambino R , Cassader M , Pagano G . A meta‐analysis of randomized trials for the treatment of nonalcoholic fatty liver disease. Hepatology. 2010;52:79‐104.2057826810.1002/hep.23623

[14] Toyoda Y , Takada T , Miyata H , Ishikawa T , Suzuki H . Regulation of the axillary osmidrosis‐associated ABCC11 protein stability by N‐linked glycosylation: effect of glucose condition. PLoS ONE. 2016;11:e0157172.2728134310.1371/journal.pone.0157172PMC4900533

[15] Ahrens M , Ammerpohl O , von Schonfels W , et al. DNA methylation analysis in nonalcoholic fatty liver disease suggests distinct disease‐specific and remodeling signatures after bariatric surgery. Cell Metab. 2013;18:296‐302.2393176010.1016/j.cmet.2013.07.004

[16] Takada T , Yamanashi Y , Konishi K , et al. NPC1L1 is a key regulator of intestinal vitamin K absorption and a modulator of warfarin therapy. Sci Transl Med. 2015;7:275ra223.10.1126/scitranslmed.301032925696002

[17] Toyoda Y , Takada T , Suzuki H . Halogenated hydrocarbon solvent‐related cholangiocarcinoma risk: biliary excretion of glutathione conjugates of 1,2‐dichloropropane evidenced by untargeted metabolomics analysis. Sci Rep. 2016;6:24586.2708741710.1038/srep24586PMC5263858

[18] Bligh EG , Dyer WJ . A rapid method of total lipid extraction and purification. Can J Biochem Physiol. 1959;37:911‐917.1367137810.1139/o59-099

[19] Toyoda Y , Takada T , Gomi T , Nakagawa H , Ishikawa T , Suzuki H . Clinical and molecular evidence of ABCC11 Protein expression in axillary apocrine glands of patients with axillary osmidrosis. Int J Mol Sci. 2017;18:417.10.3390/ijms18020417PMC534395128212277

[20] Villeneuve J , Lepreux S , Mulot A , et al. A protective role for CD154 in hepatic steatosis in mice. Hepatology. 2010;52:1968‐1979.2106403110.1002/hep.23935

[21] Brazma A , Hingamp P , Quackenbush J , et al. Minimum information about a microarray experiment (MIAME)‐toward standards for microarray data. Nat Genet. 2001;29:365‐371.1172692010.1038/ng1201-365

[22] Hori H , Umezawa M , Uchiyama M , Niki R , Yanagita S , Takeda K . Effect of high‐fat diet prior to pregnancy on hepatic gene expression and histology in mouse offspring. J Perinat Med. 2014;42:83‐91.2397404310.1515/jpm-2013-0091

[23] Li L , Chen L , Hu L , et al. Nuclear factor high‐mobility group box1 mediating the activation of Toll‐like receptor 4 signaling in hepatocytes in the early stage of nonalcoholic fatty liver disease in mice. Hepatology. 2011;54:1620‐1630.2180935610.1002/hep.24552

[24] Jia L , Vianna CR , Fukuda M , et al. Hepatocyte Toll‐like receptor 4 regulates obesity‐induced inflammation and insulin resistance. Nat Commun. 2014;5:3878.2481596110.1038/ncomms4878PMC4080408

[25] Martinon F , Chen X , Lee AH , Glimcher LH . TLR activation of the transcription factor XBP1 regulates innate immune responses in macrophages. Nat Immunol. 2010;11:411‐418.2035169410.1038/ni.1857PMC3113706

[26] Iwayanagi Y , Takada T , Suzuki H . HNF4alpha is a crucial modulator of the cholesterol‐dependent regulation of NPC1L1. Pharm Res. 2008;25:1134‐1141.1808017310.1007/s11095-007-9496-9

[27] Loomba R , Sirlin CB , Ang B , et al. Ezetimibe for the treatment of nonalcoholic steatohepatitis: assessment by novel magnetic resonance imaging and magnetic resonance elastography in a randomized trial (MOZART trial). Hepatology. 2015;61:1239‐1250.2548283210.1002/hep.27647PMC4407930

[28] Dowman JK , Armstrong MJ , Tomlinson JW , Newsome PN . Current therapeutic strategies in non‐alcoholic fatty liver disease. Diabetes Obes Metab. 2011;13:692‐702.2144994910.1111/j.1463-1326.2011.01403.x

[29] Musso G . Ezetimibe in the balance: can cholesterol‐lowering drugs alone be an effective therapy for NAFLD? Diabetologia. 2014;57:850‐855.2455400610.1007/s00125-014-3192-1

[30] Patra MC , Choi S . Recent progress in the development of Toll‐like receptor (TLR) antagonists. Expert Opin Ther Pat. 2016;26:719‐730.2713606110.1080/13543776.2016.1185415

[31] Opal SM , Laterre P‐F , Francois B , et al. Effect of eritoran, an antagonist of MD2‐TLR4, on mortality in patients with severe sepsis: the ACCESS randomized trial. JAMA. 2013;309:1154‐1162.2351206210.1001/jama.2013.2194

[32] Rice TW , Wheeler AP , Bernard GR , et al. A randomized, double‐blind, placebo‐controlled trial of TAK‐242 for the treatment of severe sepsis. Crit Care Med. 2010;38:1685‐1694.2056270210.1097/CCM.0b013e3181e7c5c9

# Supplementary material for: Identification of hepatic NPC1L1 as an NAFLD risk factor evidenced by ezetimibe‐mediated steatosis prevention and recovery
**Source:** FASEB Bioadv. 2019 Feb 13;1(5):283–95. doi: 10.1096/fba.2018-00044
**Supplement:** Supplementary file 1

# Identification of hepatic NPC1L1 as an NAFLD-risk factor evidenced by ezetimibe-mediated steatosis prevention and recovery

Toyoda Y., Takada T. *et al.*

## Supplemental Data

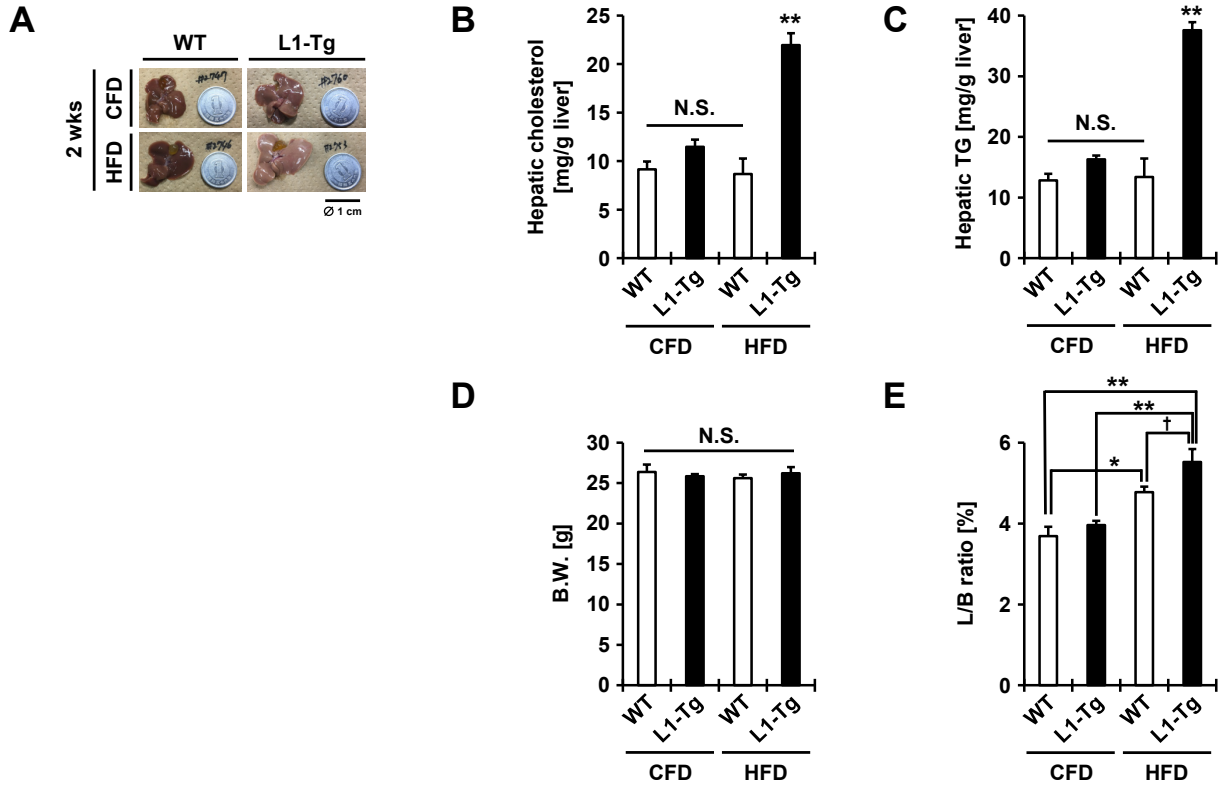

**Fig. S1. Hepatic NPC1L1-dependent steatosis in mature adult L1-Tg mice fed a HFD.**

Male mice at 17 weeks of age, which were maintained with a standard diet before the start of dietary administration, were studied. **(A)** Photographic images of the livers of WT and L1-Tg mice fed a control fat diet (CFD) or a high-fat diet (HFD) for two weeks. The coin diameter was one cm. **(B–E)** Hepatic cholesterol levels (B), hepatic triglyceride (TG) levels (C), body weight (B.W.) (D), and the ratios of liver weight to B.W. (L/B ratio) (E) in each group of mice. Data are expressed as the mean  $\pm$  SEM.  $n = 5$  (L1-Tg fed a HFD) and 4 (the other groups). Statistical analyses for significant differences were performed using Bartlett's test, followed by a parametric Tukey–Kramer multiple-comparison test (\*\*,  $P < 0.01$  vs. the other groups or indicated two groups; \*,  $P < 0.05$  among two groups; N.S., not significantly different among groups) or a one-sided  $t$ -test (†,  $P < 0.05$ ).

# Supplementary material for: Identification of hepatic NPC1L1 as an NAFLD risk factor evidenced by ezetimibe‐mediated steatosis prevention and recovery
**Source:** FASEB Bioadv. 2019 Feb 13;1(5):283–95. doi: 10.1096/fba.2018-00044
**Supplement:** Supplementary file 2

# Identification of hepatic NPC1L1 as an NAFLD-risk factor evidenced by ezetimibe-mediated steatosis prevention and recovery

Toyoda Y., Takada T. *et al.*

## Supplemental Data

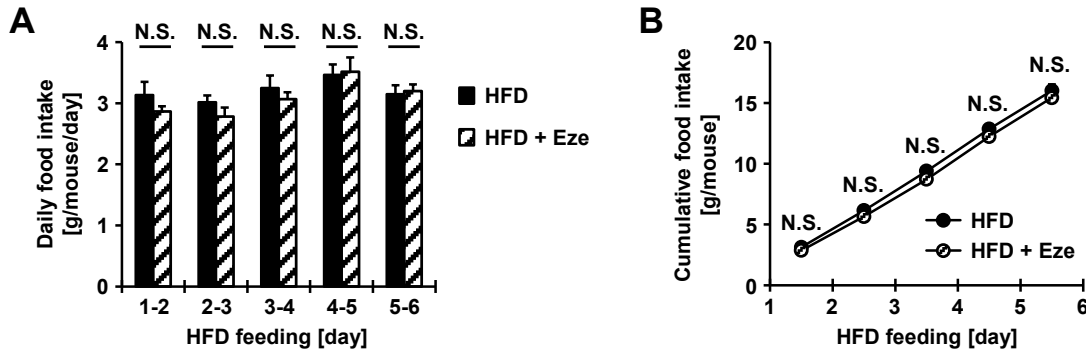

**Fig. S2. Effect of ezetimibe on food intake of male mice fed a HFD.**

Daily (A) and cumulative (B) intake of a high-fat diet (HFD) with or without ezetimibe (Eze) showed that the presence of ezetimibe did not affect the intake. In brief, male mice at 6 weeks of age were randomly assigned by body weight into two groups and caged individually at day 0. The control group received a HFD; another group was given a HFD containing ezetimibe. Each food provided was pre-weighed. From day 1, food intake was measured daily for 5 days. For this purpose, the amount of food remained, including any on the bottom of the cages as much as possible, was recorded per 24 hours. Intake amount was calculated by subtracting the weight of food remained from that provided. Data are expressed as the mean  $\pm$  SEM,  $n = 6$ . Where vertical bars are not shown, the SEM is within the limits of the closed symbols. A two factor repeated measures ANOVA showed no significant group (HFD vs. HFD with Eze)  $\times$  feeding time interaction and no effect of ezetimibe on the daily and cumulative amount of food intake,  $P = 0.396$  (A) and  $0.197$  (B), respectively. Statistical analyses for significant differences were performed using a two-sided  $t$ -test (N.S., not significantly different among two groups).

# Supplementary material for: Identification of hepatic NPC1L1 as an NAFLD risk factor evidenced by ezetimibe‐mediated steatosis prevention and recovery
**Source:** FASEB Bioadv. 2019 Feb 13;1(5):283–95. doi: 10.1096/fba.2018-00044
**Supplement:** Supplementary file 3

# Identification of hepatic NPC1L1 as an NAFLD-risk factor evidenced by ezetimibe-mediated steatosis prevention and recovery

Toyoda Y., Takada T. *et al.*

## Supplemental Data

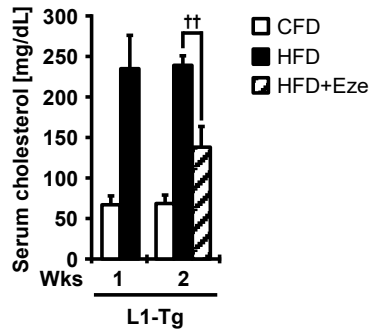

**Fig. S3. Serum levels of cholesterol in L1-Tg mice fed a CFD or a HFD in the absence or presence of ezetimibe.**

CFD, control fat diet; HFD, high-fat diet; Eze, ezetimibe. Data are expressed as the mean  $\pm$  SEM.  $n = 7$  (CFD) and 7 (HFD) at one week; 10 (CFD), 8 (HFD), and 4 (HFD with Eze) at two weeks. Statistical analyses for significant differences were performed using a two-sided  $t$ -test ( $^{\dagger\dagger}$ ,  $P < 0.01$ ).

# Supplementary material for: Identification of hepatic NPC1L1 as an NAFLD risk factor evidenced by ezetimibe‐mediated steatosis prevention and recovery
**Source:** FASEB Bioadv. 2019 Feb 13;1(5):283–95. doi: 10.1096/fba.2018-00044
**Supplement:** Supplementary file 4

# Identification of hepatic NPC1L1 as an NAFLD-risk factor evidenced by ezetimibe-mediated steatosis prevention and recovery

Toyoda Y., Takada T. *et al.*

## Supplemental Data

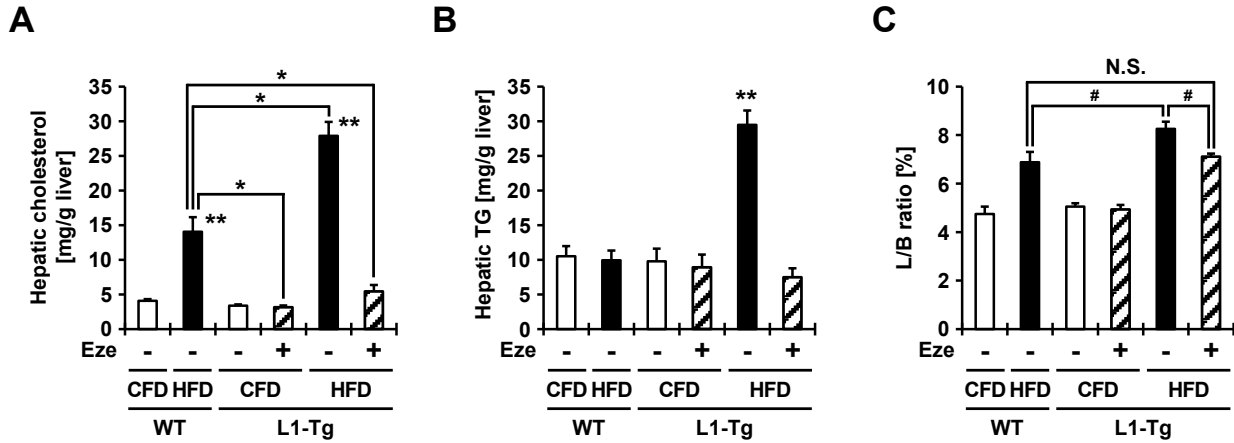

**Fig. S4. Hepatic NPC1L1-mediated steatosis in the liver of L1-Tg mice and its complete prevention by ezetimibe administration.**

Data from Figs. 1 and 2 are integrated and analyzed. **(A)** Hepatic cholesterol levels, **(B)** hepatic triglyceride (TG) levels, and **(C)** the ratios of liver weight to body weight (L/B ratio) in each group of mice fed a control fat diet (CFD) or high fat diet (HFD) with or without ezetimibe (Eze) for two weeks. Data are expressed as the mean  $\pm$  SEM.  $n = 11$  (WT-CFD, Tg-CFD or HFD without Eze) and 7 (the other three groups). Statistical analyses for significant differences in all groups were performed using Bartlett's test, followed by a parametric Tukey-Kramer multiple-comparison test (A and C) or a non-parametric Steel-Dwass test (B) (\*\*,  $P < 0.01$  vs. the other groups; \*,  $P < 0.05$  among two groups). In (C), each group fed a CFD was significantly different from each group fed a HFD (Steel-Dwass test for all the groups). #,  $P < 0.05$  among two groups; N.S., not significantly different among groups (Steel-Dwass test for the three groups fed a HFD).

# Supplementary material for: Identification of hepatic NPC1L1 as an NAFLD risk factor evidenced by ezetimibe‐mediated steatosis prevention and recovery
**Source:** FASEB Bioadv. 2019 Feb 13;1(5):283–95. doi: 10.1096/fba.2018-00044
**Supplement:** Supplementary file 5

# Identification of hepatic NPC1L1 as an NAFLD-risk factor evidenced by ezetimibe-mediated steatosis prevention and recovery

Toyoda Y., Takada T. *et al.*

## Supplemental Data

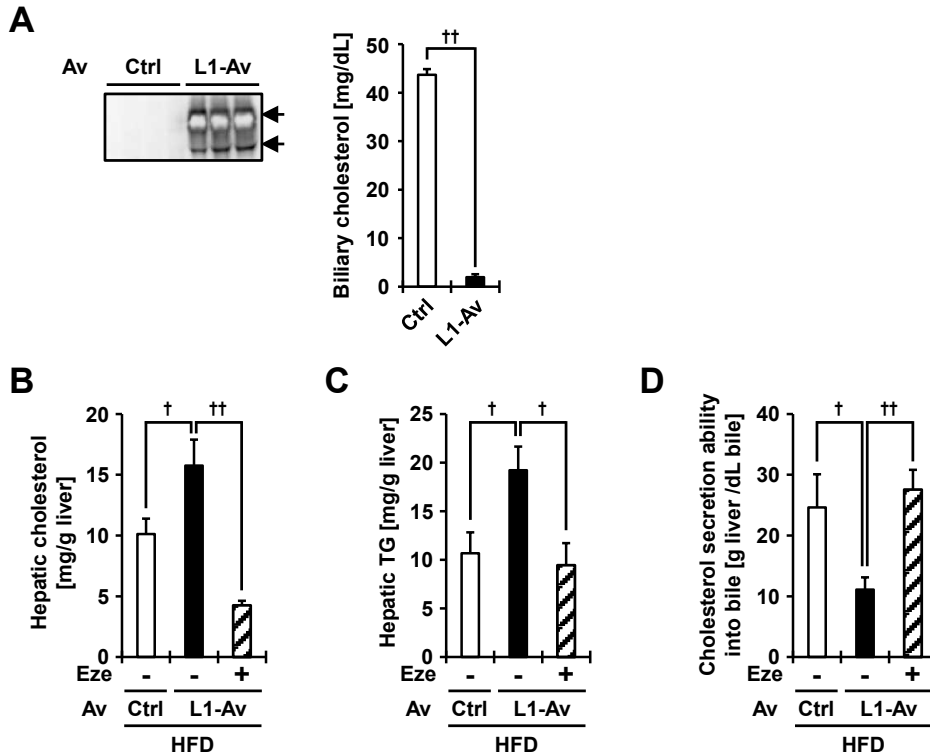

**Fig. S5. Transiently expressed hepatic NPC1L1-mediated steatosis in adenovirus-infected mice fed a HFD and its prevention by ezetimibe administration.**

(A) Hepatic expression of functional human NPC1L1 protein in EGFP-tagged NPC1L1 (L1-EGFP) expressing adenovirus infected mice (L1-Av mice) fed a control fat diet for five days. Immunoblotting was performed using an anti-EGFP antibody (*left panel*). EGFP-expressing adenovirus were used for control experiments (Ctrl). Arrows indicate NPC1L1-EGFP. The bar chart shows lower levels of biliary cholesterol in L1-Av mice ( $n = 4$ ) than in Ctrl-Av mice ( $n = 4$ ) (*right panel*). (B–D) Hepatic cholesterol levels (B), hepatic triglyceride (TG) levels (C), and hepatic ability in biliary cholesterol secretion (D) in each group of Av mice. After adenovirus infection, the Av mice were fed a high-fat diet (HFD) in the absence or presence of ezetimibe (Eze) for five days. The levels of hepatic cholesterol and TG in L1-Av mice were higher than those of Ctrl-Av mice; the lipid-accumulating phenotype in the livers of L1-Av mice was attenuated by ezetimibe administration (B and C). At necropsy, the hepatic ability of cholesterol secretion into bile (defined as the ratio of the cholesterol level in bile to that in the liver) in the L1-Av mice fed a HFD was lower than that in Ctrl-Av mice and was reversed to the control level by ezetimibe (D), suggesting that hepatic NPC1L1 was functionally expressed during the feeding. Data are expressed as the mean  $\pm$  SEM.  $n = 4$  (Ctrl-Av mice), 6 (L1-Av mice without Eze), and 4 (L1-Av mice with Eze). Statistical analyses for significant differences were performed using a one-sided  $t$ -test ( $\dagger$ ,  $P < 0.05$ ;  $\dagger\dagger$ ,  $P < 0.01$ ).

# Supplementary material for: Identification of hepatic NPC1L1 as an NAFLD risk factor evidenced by ezetimibe‐mediated steatosis prevention and recovery
**Source:** FASEB Bioadv. 2019 Feb 13;1(5):283–95. doi: 10.1096/fba.2018-00044
**Supplement:** Supplementary file 6

# Identification of hepatic NPC1L1 as an NAFLD-risk factor evidenced by ezetimibe-mediated steatosis prevention and recovery

Toyoda Y., Takada T. *et al.*

## Supplemental Data

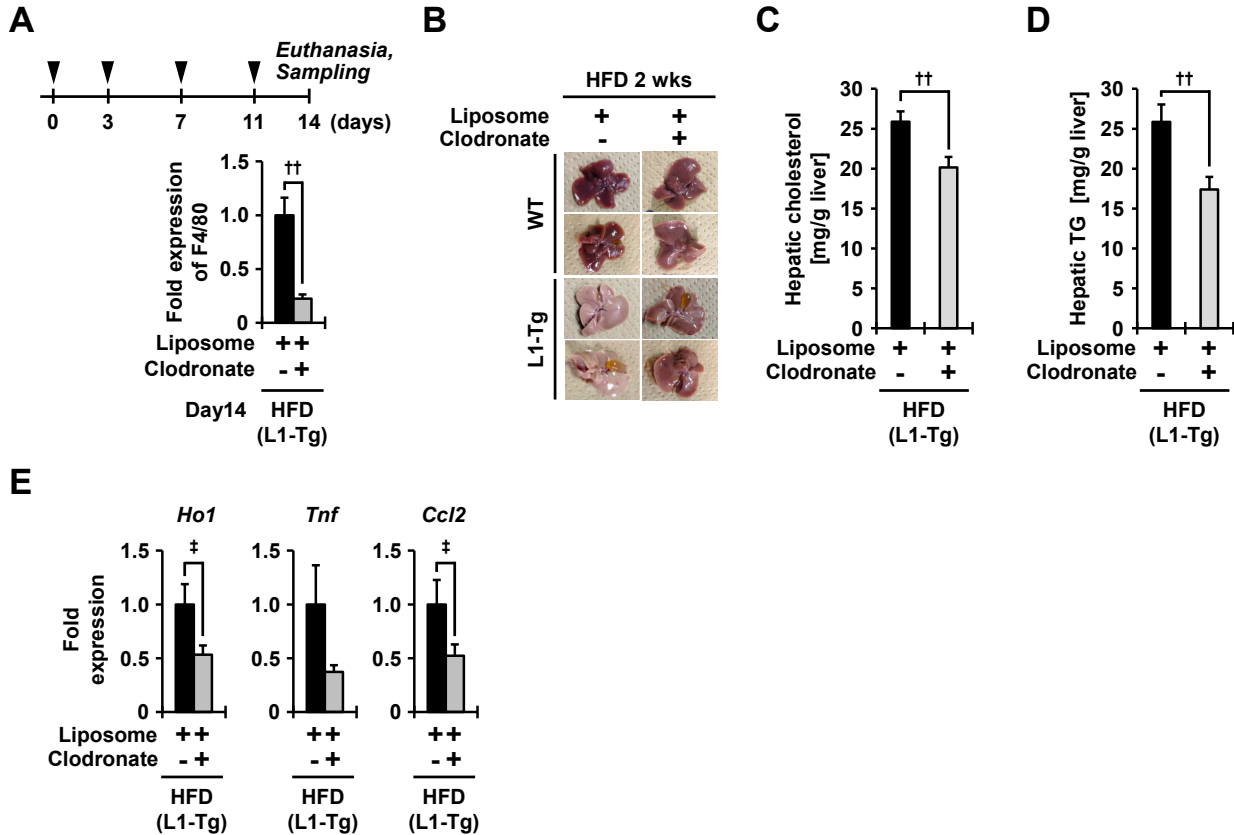

**Fig. S6. Attenuation of hepatic NPC1L1-mediated steatosis in L1-Tg mice by macrophage depletion.**

(A) Successful depletion of hepatic macrophages by clodronate liposomes. *Upper panel*, time schedule of administration. Arrow heads indicates the intravenously administration of clodronate liposomes. *Lower panel*, hepatic mRNA levels of the macrophage marker gene, F4/80. (B) Photographic images of the livers of WT and L1-Tg mice fed a high-fat diet (HFD) under the macrophage-depleted condition for two weeks. (C and D) Lowering effect of macrophage depletion on the hepatic levels of cholesterol (C) and triglyceride (TG) (D) in L1-Tg mice fed a HFD for two weeks. (E) The effect of macrophage depletion on the mRNA levels of hepatic genes in L1-Tg mice fed a HFD for two weeks. Fold-changes in expression levels were normalized to the control level. Data are expressed as the mean  $\pm$  SEM.  $n = 7$  (day 14, two weeks). Statistical analyses for significant differences were performed using a  $t$ -test ( $^{++}$ ,  $P < 0.01$ , two-sided;  $^{\ddagger}$ ,  $P < 0.05$ , one-sided).

# Supplementary material for: Identification of hepatic NPC1L1 as an NAFLD risk factor evidenced by ezetimibe‐mediated steatosis prevention and recovery
**Source:** FASEB Bioadv. 2019 Feb 13;1(5):283–95. doi: 10.1096/fba.2018-00044
**Supplement:** Supplementary file 7

# Identification of hepatic NPC1L1 as an NAFLD-risk factor evidenced by ezetimibe-mediated steatosis prevention and recovery

Toyoda Y., Takada T. *et al.*

## Supplemental Data

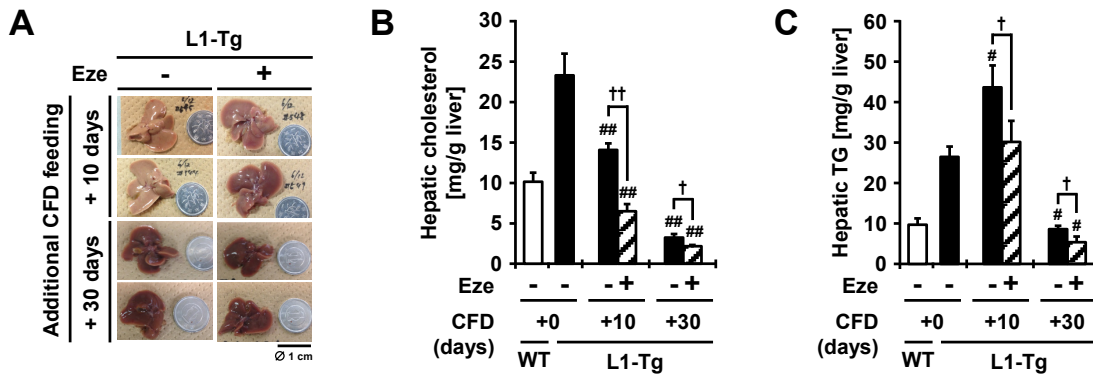

**Fig. S7. Accelerated recovery from hepatic NPC1L1-mediated steatosis in L1-Tg mice by the post-steatosis administration of CFD containing ezetimibe.**

Two weeks after high-fat diet (HFD) feeding to induce steatosis formation, L1-Tg mice were fed a control fat diet (CFD) containing ezetimibe (Eze) for an additional 10 or 30 days. **(A)** Photographic images of the livers of L1-Tg mice fed an additional CFD containing Eze. The coin diameter was one cm. **(B and C)** Time-dependent changes in the hepatic levels of cholesterol (B) and triglyceride (TG) (C) in each group of mice. Data are expressed as the mean  $\pm$  SEM. White bars, WT,  $n = 6$  (+0 day), 8 (+10 days), and 6 (+30 days); black bars, L1-Tg mice without Eze,  $n = 6$  (+0 day), 8 (+10 days), and 6 (+30 days); shaded bars, L1-Tg mice with Eze,  $n = 9$  (+10 days) and 4 (+30 days). Statistical analyses for significant differences in L1-Tg mice groups were performed using Bartlett's test, followed by a Dunnett test ( $\#$ ,  $P < 0.05$ ;  $\##$ ,  $P < 0.01$  vs. control, +0 day), as well as a one-sided  $t$ -test ( $\dagger$ ,  $P < 0.05$ ;  $\dagger\dagger$ ,  $P < 0.01$  among two groups).

How the deposited data were processed for this re-analysis (not part of the article)

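The data are 1-color Cy3 signals of liver RNA from male WT and L1-Tg mice fed a CFD, on 3 arrays per group, each a pool of RNA from 2 or 3 mice. The authors scanned the arrays and processed the images with Agilent Feature Extraction 10.10.1.1, and the deposited processed signal of each spot is an intensity on the linear scale, with the background subtracted and spatial trends removed within the array, a surrogate value for spots not above background, and no scaling between arrays. The authors also deposited the median signal of each spot and of its local background as unscaled intensities, marks of 0 or 1 for spots that are well above background, saturated or non-uniform, and a matrix of intensities that equals the processed signals times 1 factor per array. The paper's methods call the values normalized and do not name the factor. The samples were grouped by the genotype in their labels, and all 6 arrays were used.

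Control spots were left out, spots marked as non-uniform were treated as missing, and the spots of a repeated probe were averaged, which concerned 432 probes. Signals were taken as log2 and the 75th percentile of the array was subtracted. Of 28685 probes with a RefSeq-type name, 27235 were matched to a gene symbol, and 16194 probes are named by a genomic position in mm9. A gene was represented by its probe with the highest mean over the 6 arrays, which gave 37052 genes, and 22340 genes from 29423 probes that were well above background on all arrays of at least 1 group were tested. The number of arrays limits the precision of every value, and dim probes limit which genes can be compared. Where no array of a group measured a gene, a limit is given in place of its fold change.

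Differences were tested with limma 3.58.1 in R 4.3.3 (lmFit and eBayes, two-sided, Benjamini-Hochberg adjustment over all genes tested, threshold 0.05), with data.table 1.17.8 for reading and jsonlite 2.0.0 for the sample labels. The replicate numbers were not used as a block, because neither the labels nor the paper say that they pair pools. The difference index and its threshold of 0.7 were taken from the methods, on the linear signals divided by each array's 75th percentile, for all 37052 genes. GO annotation was not used here. In its place 20 gene lists were written by hand from gene function: antiviral, OAS family, interferon-beta response, double-stranded RNA binding, Ly6 family, lipopolysaccharide response, TLR4 signaling, TLR family, triglyceride, sterol and fatty-acid homeostasis, SREBP2 targets, interferon-gamma response, acute phase, Kupffer cell, lymphocyte, neutrophil, erythroid, pancreas, circadian and fasting. The lists were tested with limma's camera (two-sided, preset inter-gene correlation 0.01), with fry and with camera under an estimated correlation, each with a Benjamini-Hochberg adjustment over the 20 lists. Enrichment factors follow the definition under Table 3, with Fisher's exact test (one-sided) against all genes that had an index.

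The genes named in the text were taken from a set given by a rule. It held the genes the paper names for liver RNA, as a reagent or as a factor, and 5 sex-linked genes. It also held up to 10 genes taken as the largest rises and up to 10 as the largest falls, whose groups do not overlap. The rises were past the adjusted threshold. The falls were not limited to genes past it, since only 2 lower genes passed, and their adjusted p reached 0.179 in limma. The set further held every member of the OAS and TLR families and the 5 members with the smallest p of each other list. The text names only part of this set, and for the lists other than the OAS and TLR families that part was chosen after the values were seen. Genes known only by an accession, or by a symbol of that form, are counted and not named. The most abundant genes of the marker lists are given outside this rule and were chosen after their values were seen. The lists, the tests between the groups, this rule and the alternatives other than the normexp correction and the deposited matrix with the authors' factors were set before the data were examined, and the closing section names the tests of explanations that were chosen later.

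The pipeline was tested on simulated data with the spread of these arrays: of 200 changed genes among 22340, 72% were called at a log2 difference of 1 and 94% at 2, with 6 false genes among 175 calls, and 5.05% of unchanged genes had an unadjusted p under 0.05. The difference index passed 96% of genes changed by 1 and 18.6% of unchanged genes. A list shifted by 0.5 was recovered with a median of 0.56 and 0 of 13 unshifted lists was called. The simulated genes varied independently of each other, so false calls of lists whose genes vary together were not tested there. On the real arrays, the 9 other ways to split them into 3 and 3 gave 3 to 14 lists past camera's threshold.

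The alternatives tried for the scaling were quantile normalization, the array median in the place of the 75th percentile and no scaling. A normexp background correction (offset 50) on median signals and the deposited matrix with the authors' factors were tried as well. For the probes they were no filter on dim probes, a filter on all 6 arrays, the mean of a gene's probes and non-uniform spots kept. The other alternatives were an intensity trend in the variance, the replicate block, a t-test without moderated variances, and each array left out in turn. For the index they were no scaling, quantile normalization, the log2 scale, a further criterion of 2-fold or 1.5-fold, a threshold of 1, dim probes filtered, all probes counted, the deposited matrix with the authors' factors and each array left out. The deposited matrix divided by its own 75th percentile was run as well and tests nothing, because the division cancels the authors' factors. Random draws were 10000 with a fixed seed, and windows of 5, 10 and 20 Mb were used for the positions of genes. Not analysed here were the image quality values and the local background apart from the normexp correction, and the qPCR of Fig. 3D, which is another experiment.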

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

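The tests on the other probes of called genes, on the slide row, on sequence carried by the transgene and on pancreatic tissue were chosen after the result was seen, and the test on passenger sequence and the count of other splits of the arrays for the called genes were planned.

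A total of 27 genes were higher in L1-Tg mice than in WT mice past limma's adjusted threshold and are on none of the gene lists. The lists do not cover every category of Table 3, so whether these genes belong to one of its categories was not tested. The log2 difference was 7.11 at the locus on chromosome 13 and 4.91 at the locus on chromosome 1, and the probe on chromosome 7 was at least 27.8-fold higher. For genes with a symbol it was 3.88 for Prss41, 3.28 for Krtap5-1 and 3.06 for Tmem253, and Gpnmb was at least 1.76-fold higher. When an array was left out, Gpnmb passed only without WT replicate 1, and its adjusted p rose to 0.170 without L1-Tg replicate 3. Tmem253 did not pass without WT replicate 1, with 0.0778. Of the 10 ways to split the 6 arrays into groups of 3, only 1, the real one, called as many as 29 genes, and the other 9 called 0 to 4. As 10 splits cannot give a share under 0.1, this count alone cannot exclude chance, while limma's adjusted p was 2.7e-04 for the locus on chromosome 13 and 0.0010 for Prss41.

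The other probes of the same genes argue against a change of the whole transcript for the part of these genes that can be tested. Of the 27 genes, 6 have other tested probes, Krtap5-1 and the locus on chromosome 13 among them. Their main probes differed by 1.36 to 7.11, with a median of 1.97, while the other probes differed by -0.42 to 0.09, with a median of -0.11. In 0 of the 6 did the other probes reach 50% of the main probe's difference. The same comparison covered 12 antiviral genes that were higher at an unadjusted p under 0.05 and have other tested probes. In 11 of them the other probes reached 50% of the main probe's difference. The medians were 1.05 for the main and 0.88 for the other probes. The other probes differed by -1.63 to 2.49, the lowest for Xaf1, whose main probe differed by 1.22. A signal of single probes and not of the whole transcript is consistent with these values for the 6 genes, which could come from a sequence variant under a probe, from another transcript or from cross-hybridization, and these were not told apart. The other 21 called genes, Prss41, Tmem253 and Gpnmb among them, have no second tested probe.

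Sequence from the DBA/2 parent that may have stayed near the transgene after backcrossing could not be separated from a change elsewhere for all 29 called genes. Of these, 10 have neither a symbol nor a position. The 7 named by a position lie on chromosomes 1, 2, 7, 12, 13, 16 and 18. That argues against 1 such segment as the source of these 7 as a set. They were left out of the window test, which covered the 12 called genes, or 41.4%, that have a symbol. Among these, the most in a window of 10 Mb was 1 (permutation test with 10000 draws of as many genes, p = 1), the most in 5 Mb was 1 (p = 1) and the most in 20 Mb was 2 (p = 0.709). Sequence carried by the transgene itself stays open as well, since 0 columns of the scanner files give a probe sequence. An effect of the slide row that spots of like brightness share is argued against for the 23 of the 27 genes that were well above background in all WT pools. They differed by at least 0.91, while among 10000 random sets of other genes matched on brightness in 20 bins the highest median was 0.15 and the lowest -0.20. An effect shared by spots of like place is argued against for 22 of these. Measured neighboring spots that were no brighter in WT mice had a median difference of 0.027 against 1.85 for the spots themselves, and in 0 of the 22 did they reach 50% of the spot's own difference. An effect of the row on single probes cannot be told apart from the genotype, since 0 of the rows hold both groups, and for the 4 genes too dim in WT mice the row was not tested further. The genotype is the biological difference that the design names, and it stays among the open explanations.

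In L1-Tg replicate 2 the list of pancreatic genes had a median log2 difference of 3.07 from the WT mean, a signal in genes the paper does not discuss, against 0.10 and -0.10 in the other L1-Tg pools and at most 0.14 in a WT pool. All 18 list members on the array were well above background in this pool, and 18 of the 18 were highest there, where 3 are highest by chance. Their median excess over the highest other array was 4.89. Among the most abundant, Amy2a5 had a log2 signal of 5.79 in this pool and at most 3.22 elsewhere, and Ctrb1 had 4.17 and at most 1.13. The list shares 0 genes with the other lists, and 6 of its 7 tested genes were well above background in all WT pools. Pancreatic tissue taken with a liver of this pool is consistent with the 18 genes that rise together. A rise of these genes within the liver of a mouse in this pool was not tested and stays open, as no other sample of the pool exists here. Without L1-Tg replicate 2 the list's median went from 0.95 to -0.0040 and its adjusted p from 0.0026 to 0.180, so the difference between the groups in this list rests on that pool.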

How the results depend on the processing

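The normexp background correction and the deposited matrix with the authors' factors were chosen after seeing the data. Normexp used median signals, as the files have no mean signals. All other alternatives were planned. The deposited matrix divided by its own 75th percentile tests nothing, as this cancels the authors' factors, and a block for slide or scan was not run because there was 1 slide and 1 scan.

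The count of genes called by limma, 29 with 27 higher and 2 lower, changed as follows. With no filter on dim probes, which tests 37052 genes, it was 10 (9 higher, 1 lower). The replicate block gave 11 (11 higher, 0 lower), although the numbers do not pair the pools, with correlations of the deviations of -0.16, 0.11 and 0.02. The t-test without moderated variances gave 0 (0 higher, 0 lower), with 1773 genes at an unadjusted p under 0.05. The lower genes numbered 1 under normexp and 1 under an intensity trend. Leaving out 1 array, which leaves fewer samples, gave a count between 15 and 35, with 10 to 27 higher and 0 to 8 lower. The other settings gave 23 to 34. Of the 29 genes, quantile normalization, the array median, the authors' factors and non-uniform spots kept called all 29, the intensity trend 28, no scaling and normexp 25 each, the filter on all 6 arrays 24, the mean of probes 23 and no filter 9. The replicate block shared 9 with the 29, and the settings with 1 array left out 11 to 19. Apart from the smaller numbers of genes or samples, the cause was not tested.

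The lists of antiviral, OAS, interferon-beta, RNA binding, Ly6, lipopolysaccharide and TLR4 signaling genes kept their direction under each alternative, but none of their calls held under fry or an estimated correlation, and the cause was not tested. With fry the adjusted p was 0.174 and with the estimated correlation 0.240 for the antiviral (median 0.76), OAS (1.36), interferon-beta (0.54), RNA binding (0.12), Ly6 (0.65) and TLR4 signaling (0.14) lists, and 0.222 and 0.278 for the lipopolysaccharide list (0.39). Over all alternatives the antiviral median lay between 0.61 and 0.87, with an adjusted p from 6.5e-33 to 0.240. The Ly6 median fell to 0.07 and the lipopolysaccharide median to 0.17 without WT replicate 1. The triglyceride median lay between -0.17 and -0.068 and that of sterol and fatty-acid homeostasis between -0.17 and -0.037 with 1 array left out, and both passed without L1-Tg replicate 2. With the authors' factors the second list passed too, with a median of -0.065 and an adjusted p of 0.0473.

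Past the index, 11215 genes with 3189 higher and 8026 lower, the total and the higher and lower counts were 930, 407 and 523 with at least 2-fold, 2409, 987 and 1422 with at least 1.5-fold, and 4094, 1675 and 2419 above 1, all of which ask for more. The total and the lower genes were 6048 and 3017 without scaling, 5919 and 3312 with dim probes filtered, which leaves fewer genes, and 17441 and 13161 with all probes, which counts more. Quantile normalization gave 3674 lower genes. The higher genes with 1 array left out numbered 3657 to 4925. The cause was not tested for the scalings and the arrays left out.

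The enrichment factor of the triglyceride list, 0.83, was 1.11 without scaling, 1.01 with dim probes filtered, 0 with at least 2-fold, 0.70 with at least 1.5-fold and 0.62 to 1.15 with 1 array left out. That of sterol and fatty-acid homeostasis, 1.06, was 0.92 without scaling, 0.77 with the authors' factors, 0.75 with at least 2-fold, 0.87 with at least 1.5-fold, 0.92 with all probes, 1.71 with an index above 1 and 0.79 to 1.20 with 1 array left out. That of the OAS family lay between 1.82 and 2.42 with 1 array left out and did not pass without L1-Tg replicate 1. The antiviral factor lay between 1.97 and 16.1 and passed under every alternative in Fisher's test, which takes genes as independent draws. The cause was not tested.

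Some other values changed sign, and the cause was not tested. With 1 array left out the medians of these lists lay between -0.16 and 0.28 for SREBP2 targets, -0.066 and 0.21 for interferon-gamma, -0.012 and 0.21 for acute phase, -0.0069 and 0.41 for erythroid and -0.0040 and 1.55 for pancreatic genes. The interferon-gamma median was -0.028 under normexp, -0.020 with no filter and -0.030 with the filter on all 6 arrays. Under normexp Tlr4 was -0.050, Tlr6 -0.025 and Tlr9 -0.015. Xbp1 was 0.038 after quantile normalization, 0.029 without scaling and 0.022 with the authors' factors, and with the mean of probes Lrpap1 was -0.053 and Tlr7 0.17. With 1 array left out, Xbp1 lay between -0.18 and 0.13, Actb between -0.091 and 0.11, Tlr6 between -0.20 and 0.42, Tlr7 between -0.64 and 0.11, Tlr9 between -0.071 and 0.070 and Tlr12 between -0.092 and 0.48.

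For 54 named genes, 915 of 966 values kept their direction and their side of the threshold, 28 no longer passed, 3 newly passed and 20 changed direction. The 3 that newly passed were Oas1a, Oas1f and Tlr1 without WT replicate 3. The signal over background limits which genes can be compared, as 10888 of 37052 genes were well above background on no array.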

Differences from the paper's values

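The settings compared here were set before the data were examined, apart from the deposited matrix with the authors' factors, which was chosen after the result was seen.

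The paper's number of up-regulated genes in the category 2'-5' oligoadenylate synthetase activity is 5 (Table 3), and 9 genes of the hand-written OAS family passed the index here and were higher in L1-Tg mice. With a further criterion of at least a 2-fold change 7 genes passed, which is within 1.5 times the paper's number. The number stayed further away under no scaling, quantile normalization, the log2 scale, a criterion of at least 1.5-fold, dim probes filtered, an index above 1, all probes counted, and each array left out, with 8 to 10 genes, and with the authors' factors, with 9. The deposited matrix divided by its own 75th percentile cannot differ from the values here and tests nothing.

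The paper's enrichment factor for this category is 40.0, and the factor for the OAS family here is 2.70. It differed under every one of these settings as well. The factor was 25.4 with a criterion of at least 2-fold, 12.6 with at least 1.5-fold, 6.58 with an index above 1, 5.01 without scaling, 3.70 after quantile normalization, 3.35 with dim probes filtered, 2.64 on the log2 scale, 2.51 with all probes counted and 2.80 with the authors' factors. With 1 array left out it lay between 1.82 and 2.42. The paper's category comes from GO, and 11 genes of the hand-written list are on the array.

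The paper lists a category of genes responding to lipopolysaccharide as enriched in Table 3, and the hand-written list of such genes had an enrichment factor of 0.78 here, with 9 of 38 genes past the index. In the camera test that list passed the adjusted threshold, with an adjusted p of 9.0e-06 and a median log2 difference of 0.39. Double-stranded RNA binding is among the enriched categories of Table 3, for which the methods ask for a factor of at least 2, and the factor of the hand-written list was 1.70 with Fisher's exact test at an unadjusted p of 0.0071. The category anchored to membrane is listed there too, and the Ly6 family, which is a part of it, had a factor of 1.52 with an adjusted p of 0.570 and passed in the camera test with 2.4e-04.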

Other observations

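The tests on random lists of like brightness, on the other probes of antiviral genes, on the surface and the probes of WT replicate 2 and on signals near background, and the counts of splits for the lists past camera's threshold, for the antiviral median and for the antiviral enrichment, were chosen after the result was seen, while the other tests were planned.

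Antiviral genes were higher in L1-Tg mice, with a median log2 difference of 0.76. A rise in a single pool is argued against, because the lowest L1-Tg pool had a median of 0.56 and the highest WT pool 0.19. Scaling between arrays is argued against, since the lowest median under 3 other scalings was 0.78. An effect of the slide position on spots of like brightness is argued against as well. Among 10000 random lists matched on brightness in 20 bins, the highest median was 0.0753 and the lowest -0.13 (permutation test, p = 1e-04, the smallest that these draws can give). An effect of the slide row on single probes is argued against for 11 of 12 antiviral genes. These 12 were higher at an unadjusted p under 0.05 and have other tested probes. In 11 of them the other probes reached 50% of the main probe's difference, with medians over the 12 of 0.88 and 1.05. For Xaf1 the other probe differed by -1.63 and the main probe by 1.22. In other respects, and for single probes of the other antiviral genes, the position of the arrays on the slide cannot be told apart from the genotype, since 0 of the rows hold both groups.

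More macrophages or lymphocytes in the L1-Tg livers are argued against as the whole cause of the antiviral rise. On each array the higher of the Kupffer cell and lymphocyte medians was subtracted from the antiviral median, and the gap was 0.41 ± 0.23 (SD, n = 3 pools) in L1-Tg mice and -0.18 ± 0.26 in WT mice, a difference of 0.60. The lowest L1-Tg gap was 0.25 and the highest WT gap 0.11 (exact permutation test, two-sided, p = 0.10, the smallest for 3 against 3). For the OAS family the difference of the gaps was 1.21, with a lowest L1-Tg gap of 0.71 and a highest WT gap of -0.06. A response inside such cells stays open. The Kupffer cell list had a median of 0.31 over 18 genes (camera adjusted p = 9.4e-05). Without WT replicate 1 the median was 0.12 and the adjusted p 0.0729. Without WT replicate 3 the list's median was 0.64 and its adjusted p 3.4e-12. Its most abundant genes, Cd5l, Csf1r and Slc40a1, differed by 0.63, 0.04 and 0.18, at log2 signals of 5.84, 5.43 and 4.40 in L1-Tg mice. The lymphocyte list had a median of 0.36 over 17 genes (camera adjusted p = 0.0252). Without WT replicate 2 the median was 0.60 and the adjusted p 1.2e-04. Without WT replicate 1 the median was 0.18 and the adjusted p 0.427. The call was also lost after quantile normalization (0.0658), with the authors' factors (0.0682), under normexp (0.0561), with the filter on all 6 arrays (0.0818), without L1-Tg replicate 2 (0.0509) and without WT replicate 3 (0.0763). With the 1 gene that no pool of a group measured set at its limit, the median stayed at 0.36. Its most abundant genes, Cd4, Nkg7 and Cd3e, differed by -0.71, -0.06 and -0.30, at 6.41, 3.02 and 2.48. Of the tested genes 18 of 18 and 13 of 17 were well above background in all WT pools, and other lists hold 0 and 1 of them.

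The time of day or feeding at necropsy cannot be told apart from the genotype, as the arrays hold no sample of another time. The fasting list had a median of -0.37 over 18 genes (camera adjusted p = 5.7e-04), and -0.21 without L1-Tg replicate 1. The circadian list had a median of -0.11 over 18 genes (camera adjusted p = 0.0722), with an adjusted p between 0.0147 and 0.374 with 1 array left out and the lowest without WT replicate 2. It passed there, without L1-Tg replicate 3 (0.0161), after quantile normalization (0.0453) and with the authors' factors (0.0473). A response through TLR4 and NF-kB stays open too. The lipopolysaccharide list without its 1 antiviral member had a median of 0.37, and a response through TLR4 and an interferon response of another origin would both raise the antiviral list, so the direction of these lists does not separate them.

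Only 1 of the 10 splits of the arrays, the real one, gave as large an antiviral median, with 0.09 to 0.51 in the others, and 1 gave as large an antiviral enrichment factor, with 0 to 1.68 in the others. As many lists past camera's threshold, 14, came from 2 of the 10 splits, the real one and the one that sets L1-Tg replicates 1 and 3 and WT replicate 3 against the others. As many genes past the index as 11215 came from 1 split, with 4434 to 7546 in the others. Since 10 splits cannot give a share under 0.1, these counts alone cannot exclude chance.

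More genes were lower than higher past the difference index, with 8026 against 3189. This excess depended on the scaling. Without scaling 3017 genes were lower and 3031 higher, and after quantile normalization 3674 were lower and 4525 higher. With the authors' factors the excess stayed, with 6575 lower and 4261 higher. Of the genes that passed the index and were well above background on no array, 92.4% were lower. The share was 46.3% for genes well above background on 1 to 5 arrays and 58.0% for those on all 6. Signals near background that differ between arrays are a candidate explanation for most of the excess. The median of the dim genes, relative to the 75th percentile, was -6.47, -6.43 and -6.55 in the L1-Tg replicates 1 to 3 and -5.96, -6.37 and -6.36 in the WT replicates 1 to 3. No biological explanation was tested for this pattern.

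In WT replicate 2, 432 genes lay more than 1 log2 unit above every other array, against 17 to 67 on the other arrays. A local defect of the array surface stays open. The spread of these spots over 64 blocks of the array gave p = 0.208 in a permutation test with 10000 draws, which shows no gathering at that scale and does not exclude a smaller defect. Neighboring spots that were no brighter on the other arrays had a median excess of -0.00054, against 1.90 for the spots themselves, but for 59 of the 432 the neighbors reached 50% of the spot's own excess. That median was also above the highest of 10000 random draws of tested spots, -0.0043, so a defect that spans neighboring spots is not excluded for a part of them. Signals of single probes are consistent with the excess. Of these genes 101 have other tested probes, whose median excess was 0.037 against 1.87 for the main probes, and the other probes reached 50% of the main excess in 5. Probes named by a position made up 29.4% of the 432 genes and 12.8% of all tested genes. A biological difference of the mice in this pool was not tested.

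The hypothesis that more cholesterol taken up from bile lowers SREBP2 activity was tested on 27 SREBP2 target genes. Their median log2 difference was 0.065 (camera adjusted p = 0.410), with 17 higher and 10 lower. It may not be read either way, because it lay between -0.16 without WT replicate 3 and 0.28 without WT replicate 1, and its adjusted p between 0.0285 and 0.180 with 1 array left out.

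The remaining lists gave these values. The interferon-gamma list had a median of 0.0013 over 16 genes (camera adjusted p = 0.284), between -0.066 and 0.21 with 1 array left out and with an adjusted p of 1.3e-04 without WT replicate 2 and 0.0494 without L1-Tg replicate 2. The acute phase list had a median of 0.13 over 20 genes (camera adjusted p = 0.0014), and without L1-Tg replicate 2 a median of -0.012 and an adjusted p of 0.180. The neutrophil list had a median of 0.37 over 8 genes (camera adjusted p = 0.254), and 0.13 without WT replicate 1. Its most abundant genes, Csf3r, Elane and S100a9, differed by -0.24, -0.71 and 0.87, at log2 signals of 7.37, 4.10 and 1.70 in L1-Tg mice. The erythroid list had a median of 0.26 over 8 genes (camera adjusted p = 0.0337), and without L1-Tg replicate 2 a median of -0.0069 and an adjusted p of 0.753. Its call was also lost without WT replicate 1 (0.0535) and WT replicate 3 (0.231). Its most abundant genes, Hba-a2, Hba-a1 and Hbb-bt, differed by 0.19, 0.28 and 0.29, at 8.63, 6.71 and 6.13.

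Genes that the paper names in other experiments had the following log2 differences between L1-Tg and WT livers on the arrays, none past limma's adjusted threshold. Hmox1 differed by 0.33 (standard error 0.23, adjusted p = 0.669), Ccl2 by 1.21 (standard error 0.46, adjusted p = 0.546), Adgre1 by 0.30 (standard error 0.25, adjusted p = 0.708) and Apoe by -0.12 (standard error 0.11, adjusted p = 0.728). With 1 array left out Hmox1 lay between 0.19 and 0.56, Ccl2 between 0.72 and 1.63, Adgre1 between 0.13 and 0.58 and Apoe between -0.20 and -0.068, and Hmox1 was 0.12 with the mean of its probes. Xbp1 differed by -0.03, with 0.04 after quantile normalization, 0.03 without scaling and 0.02 with the authors' factors, and the arrays do not measure its splice ratio. Actb differed by 0.0030, Hnf4a by -0.13 and Lrpap1 by 0.08, with Lrpap1 at -0.05 when its probes were averaged. Without 1 array Xbp1 lay between -0.18 and 0.13, Actb between -0.09 and 0.11, Hnf4a between -0.19 and -0.04 and Lrpap1 between 0.01 and 0.14. Tnf was well above background in 2 of 3 L1-Tg and 1 of 3 WT pools, and the probe for mouse Npc1l1 in 1 of 3 and 2 of 3, so neither was tested. For the sex-linked genes, Ddx3y and Eif2s3y differed by 0.08 each and Uty by -0.30, Kdm5d was well above background on 0 arrays, and Xist on 1, WT replicate 1.

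The paper's enrichment factor of 40.0 for 2'-5' oligoadenylate synthetase activity can be reached, under the definition given with Table 3, only if at most 2.5% of all genes count as differentially expressed. The index alone passed 30.3% of the genes here, and the index with a change of at least 2-fold passed 2.51%.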
